# Specific Transcriptomic Signatures and Dual Regulation of Steroidogenesis Between Fetal and Adult Mouse Leydig Cells

**DOI:** 10.3389/fcell.2021.695546

**Published:** 2021-06-28

**Authors:** Pauline Sararols, Isabelle Stévant, Yasmine Neirijnck, Diane Rebourcet, Annalucia Darbey, Michael K. Curley, Françoise Kühne, Emmanouil Dermitzakis, Lee B. Smith, Serge Nef

**Keywords:** fetal Leydig cell, adult Leydig cell, androgen, testis, RNA sequencing, single cell RNA sequencing

## Abstract

Leydig cells (LC) are the main testicular androgen-producing cells. In eutherian mammals, two types of LCs emerge successively during testicular development, fetal Leydig cells (FLCs) and adult Leydig cells (ALCs). Both display significant differences in androgen production and regulation. Using bulk RNA sequencing, we compared the transcriptomes of both LC populations to characterize their specific transcriptional and functional features. Despite similar transcriptomic profiles, a quarter of the genes show significant variations in expression between FLCs and ALCs. Non-transcriptional events, such as alternative splicing was also observed, including a high rate of intron retention in FLCs compared to ALCs. The use of single-cell RNA sequencing data also allowed the identification of nine FLC-specific genes and 50 ALC-specific genes. Expression of the corticotropin-releasing hormone 1 (*Crhr1*) receptor and the ACTH receptor melanocortin type 2 receptor (*Mc2r*) specifically in FLCs suggests a dual regulation of steroidogenesis. The androstenedione synthesis by FLCs is stimulated by luteinizing hormone (LH), corticotrophin-releasing hormone (CRH), and adrenocorticotropic hormone (ACTH) whereas the testosterone synthesis by ALCs is dependent exclusively on LH. Overall, our study provides a useful database to explore LC development and functions.

## Introduction

Leydig cells (LC) are the main steroidogenic cells of the testes. They synthesize androgens that are essential for both masculinisation of the organism and spermatogenesis. In mice, two populations of Leydig cells arise sequentially, one during embryonic development referred as the fetal Leydig cells (FLCs) and the other postnatally referred as the adult Leydig cells (ALCs) (Baker et al., 1999; Habert et al., 2001; O’Shaughnessy et al., 2002; Haider, 2004; Chen et al., 2009). The mouse FLCs appear in the interstitial compartment of the testis shortly after sex determination at embryonic day (E)12,5. The FLC population expands considerably during fetal testis development through the recruitment and differentiation of Leydig progenitor cells rather than by mitotic division of differentiated FLCs (Byskov, 1986; Kerr et al., 1988; Migrenne et al., 2001; Brennan et al., 2003; Barsoum and Yao, 2010; Ademi et al., 2020). The maximum number of FLCs is reached around birth and regresses over the first 2 weeks of postnatal life (Kerr et al., 1988; Shima, 2019). The ALCs appear around one week after birth and increase in number during puberty. They arise from LC progenitors located in the testicular interstitium (Davidoff et al., 2004; Barsoum et al., 2013; Shima et al., 2013; Kilcoyne et al., 2014; Ademi et al., 2020). Two recent studies showed that both fetal and adult Leydig cells derive from a common pool of progenitor cells originating from the gonadal surface epithelium and mesonephric mesenchymal cells present from fetal life (Ademi et al., 2020; Shen et al., 2020). Evidence also shows that a subset of FLCs dedifferentiates at fetal stages to serve as potential ALC stem cells (Shima et al., 2018).

The rodent FLCs and ALCs have distinct morphological and functional differences. The FLCs display a high proportion of lipid droplets, while mostly absent in the ALCs (Huhtaniemi and Pelliniemi, 1992; Shima, 2019). Unlike ALCs, the FLCs are not capable of fully synthesizing testosterone on their own. They express all the enzymes necessary for androgen synthesis except HSD17B3, which converts androstenedione to testosterone. The conversion of androstenedione produced by the FLCs is achieved by the adjacent fetal Sertoli cells that express HSD17B3 (O’Shaughnessy et al., 2000; Shima et al., 2013). Another notable difference between fetal and adult LCs is their regulation by the pituitary gonadotropins. Although the luteinizing hormone (LH) receptor is expressed from E16.5 in FLCs and later in ALCs (O’Shaughnessy et al., 1998), LH signaling is dispensable for FLCs development, but prove to be essential for ALCs development and testosterone production. Neonatal mouse mutants for LH/CG receptors display testes indistinguishable from control mice. In contrast, testes from adult mutants for LH/CG receptors are reduced in size, with fewer and hypoplastic ALCs, and show impaired testosterone production (Lei et al., 2001; Zhang et al., 2001; O’Shaughnessy and Fowler, 2011; Teerds and Huhtaniemi, 2015). FLC function is normal in the absence of endogenous circulating gonadotropins (O’Shaughnessy et al., 1998) but markedly reduced in late gestation in *T/ebp/Nkx2.1* null mice lacking a pituitary gland (Pakarinen et al., 2002). This suggests that additional hypothalamo/pituitary hormones, other than LH, may be required for FLC function and androgen production. Interestingly, two additional hormones have been reported to stimulate testosterone production in fetal testis. Adrenocorticotropic hormone (ACTH) has been reported to stimulate *in vitro* testosterone production in fetal and neonatal testes (O’Shaughnessy et al., 2003). In parallel, corticotropin-releasing hormone (CRH) has been reported to stimulate steroidogenesis by direct activation of FLCs in fetal rat and mouse testes *ex vivo* and in MA-10 mouse Leydig cells (McDowell et al., 2012), but not in primary ALCs (Huang et al., 1995; McDowell et al., 2012).

While testosterone synthesis is subjected to intensive studies, our knowledge of FLCs and ALCs origins, development, and in particular similarities and differences is still incomplete. Multiple transcriptomic studies including either mouse fetal or adult Leydig populations have been performed on whole gonads or purified cell populations in a given context (Nef et al., 2005; Beverdam and Koopman, 2006; Stanley et al., 2011; Jameson et al., 2012; Munger et al., 2013; McClelland et al., 2015; Inoue et al., 2016; Miyabayashi et al., 2017). To date, no comprehensive comparison of FLCs and ALCs has been yet performed, and the identification of discriminant transcriptional signatures would be useful in distinguishing the two LC populations. In the present study, we employed a combination of bulk and single-cell RNA sequencing (RNA-seq and scRNA-seq) analyses to compare the transcriptome of FLCs and ALCs. While deep RNA-sequencing on purified Leydig cell populations allows the exploration of the transcriptomic landscape of FLCs and ALCs, including low expressed genes and alternative splicing; the high resolution of single cell RNA-sequencing allows us to bypass contamination issues inherent to cell population purification methods, and to identify specific marker genes that discriminate FLCs and ALCs amongst the other testicular cells. Our results provide a comprehensive view of the FLCs and ALCs transcriptional similarities and differences, unveiling important variations in terms of gene expression level and alternative splicing between the two populations of LCs. Furthermore, our analyses uncovered FLC- and ALC-specific markers that represent useful tools to study these two steroidogenic populations. Finally, we observed the expression of *corticotropin-releasing hormone receptor 1* (*Crhr1*) and *melanocortin 2 receptor* (*Mc2r*) exclusively in FLCs, which corroborates previous studies suggesting that androgen synthesis is influenced by CRH and ACTH in FLCs.

## Materials and Methods

### Mouse Strains

Embryos were collected from timed pregnant female CD-1 outbred mice (Charles River) and heterozygous Tg(*Nr5a1-GFP*) transgenic male mice (Stallings, 2002). The mating plug observed the next morning is designated as E0.5 were used in this study. Animals were housed and cared according to the ethical guidelines of the Direction Générale de la Santé of the Canton de Genève (GE/57/18 30080).

### Fetal and Adult Leydig Cell Purification

The purification of fetal Leydig cells was carried out in seven independent experiments based on a previously described experimental protocol (Nef et al., 2005; Pitetti et al., 2013; Stévant et al., 2018). The resulting cells were pooled to achieve the amount of RNA required for the preparation of the RNA sequence library (Supplementary Table 1). In short, adult CD-1 females were time-mated with heterozygous Tg(*Nr5a1-GFP*) transgenic male and checked for the presence of vaginal plugs the next morning (E0.5). On the relevant days of gestation (E18.5), females were sacrificed by CO_2_ inhalation and the embryos collected in PBS. The sex and the presence of the *Nr5a1-GFP* transgene in the embryos were assessed under a fluorescent binocular microscope. Testes were isolated and incubated 20 min with Trypsin-EDTA 0.05%, mechanically dissociated with gentle pipetting, and filtered through a 70 μm cell strainer to obtain single cell suspension.

Adult Leydig cells purification has been performed in four independent experiments (Supplementary Table 1). Hundred-day-old (P100) heterozygous *Tg*(*Nr5a1-GFP*) transgenic male mice were used for this experiment. Mice were sacrificed with Esconarkon injection and ∼1 mL of blood was collected by intracardiac puncture for serum extraction. Tunica albuginea of the testes were delicately removed and testes were incubated in DMEM supplemented with collagenase (1 mg/mL C0130; Sigma-Aldrich, St. Louis, MO, United States), hyaluronidase (2 mg/mL H3506; Sigma-Aldrich), and DnaseI (0.8 mg/mL dN25; Sigma-Aldrich) at 37°C for 20 min with gentle agitation. After two rounds of seminiferous tubules sedimentation, the supernatants enriched in interstitial cells were collected and incubated 10 min with Trypsine-EDTA 0.05%. Cells were centrifuged and filtered through a 70 μm cell strainer to obtain single cell suspension.

*Nr5a1* is expressed in several populations of testicular cells including both the Sertoli cells and Leydig cells, the latter expressing *Nr5a1* very highly. Using this difference in the level of expression, strong Nr5a1-GFP positive cells from E18.5 and P100 testes were then sorted by fluorescent-active cell sorting (BD FACS ARIA II), excluding cell doublets, and the dead cells with Draq7^TM^ dye staining (Supplementary Figures 1A,A′). Cells were collected directly into RLT buffer from Qiagen RNeasy Mini kit for RNA extraction.

### Bulk RNA-Sequencing Library Preparation and Sequencing

RNA was extracted from strong positive Nr5a1-GFP^+^ cells with the RNeasy Mini kit (Qiagen) to obtain a minimum of 260 ng of total RNA. The composition of the different samples is detailed in Supplementary Table 1. Sequencing libraries were prepared from 150 ng of DNA with the TruSeq Stranded Total RNA Library Prep Gold (Ribo-Zero) and sequenced on an Illumina HiSeq 2500 (50 bp, paired end, ∼35 million reads expected) at the Genomics Platform of the University of Geneva.

### RNA-Sequencing Analysis

Reads were demultiplexed with Casava (v1.8.2), mapped with GemTools (v1.7.1) (Marco-Sola et al., 2012) and read counts and RPKM gene expression quantifications were calculated with an in-house pipeline based on Gencode annotation GRCm38 (v4). Globally, over 88% of the reads mapped to exonic regions. Pre-ranked gene set enrichment analysis was performed using GSEA (v4.1.0) with the mean RPKM expression as ranking, and using the genes with a mean RPKM > 1 (Subramanian et al., 2005). Spearman correlation and principal component analysis (PCA) using the R base stats package, revealed a very high correlation for both biological triplicates of ALCs and FLCs (Spearman correlation score > 98%, see Supplementary Figures 1C,D). Similarly, the correlation between the two conditions, ALCs and FLCs, is also very high (Spearman correlation score > 88%). We used the R package DESeq2 (v1.24.0) (Love et al., 2014) for the differential expression analysis. Genes with fewer than 10 reads were not taken into account. GO terms enrichment analysis was computed on the selected genes enriched in FLCs and in ALCs with the R packages ClusterProfiler (v3.12.0) (Yu et al., 2012).

To calculate the proportion of each biotype of the detected genes, we selected the genes expressed (RPKM > 0), we looked at the transcript_type field in the reference genome annotation (GTF file), and calculate the percentage of expressed genes for each biotype^1^. Calculation were performed using R.

Differential splicing analysis was performed using rMATS (v3.2.5) (Shen et al., 2012, 2014) with default parameters, using the bam files and the GTF file used for the mapping as input. Splicing event with a FDR ≤ 0.05 were considered as significant.

### Single-Cell RNA-Sequencing Library Preparation and Sequencing

Single-cell library of E16.5 testis from Neirijnck et al. (2019) (GSE123119) was prepared with the Chromium Single Cell 3’ Library v2 kit and sequenced targeting 5,000 cells with an Illumina Hiseq 4000 (100 bp, paired-end, 100,000 reads per cell expected) with Macrogen^2^.

Adult testis from adult mice (C57BL/6J mice) single-cell RNA sequencing data come from Ernst et al. (2019) (E-MTAB-6946). We used the libraries do15983, do15984, do17622, do17623, do17815, do17816, do18197, do18198, and do18199 of mice older than 60 days old from Ernst et al. (2019). The libraries were prepared with the Single Cell 3′ Library v2 kit and sequenced with an Illumina HiSeq 2500.

### Data Processing With the Cell Ranger Package, Cell Selection, and In-House Quality Controls

Computations were performed at the Vital-IT Centre for high-performance computing of the SIB (Swiss Institute of Bioinformatics)^3^. Demultiplexing, alignment, barcode filtering and UMI counting were performed with the Cell Ranger v2.1 pipeline (10X Genomics). Reference genome has been modified to include the eGFP transgene with the mkref function. Data were mapped to the mouse reference genome GRCm38.p5 in which the *eGFP* and the bovine GH 3′ splice/polyadenylation signals (NM_180996.1) (Stallings, 2002) sequences have been added, and annotated with Gencode vM15. Only protein coding genes and long non-coding RNAs were retained for further analysis.

To set a threshold between cell containing barcodes and empty ones, we computed the knee point and the inflection point of the ranked barcode distribution plot. Then, we detected the local minimum between these points on the density curve (density base R function, bw = 500, *n* = 4,096) of the UMI number per barcode using the quantmod R package (v0.4-16). This local minimum was used as a threshold for cell selection.

### Single-Cell RNA-Sequencing Analysis

#### E16.5 Mouse RNA-Sequencing Data

The single-cell RNA sequencing analysis of the E16.5 testis (Neirijnck et al., 2019) were performed using the Seurat software package (v2.3.4). From the raw matrix obtained with Cell Ranger version 2.0 (10X Genomics), we filtered cells based on the UMI count per cell (>2,300 UMI) and on the percentage of mitochondrial genes (>0.05% of mitochondrial genes) resulting in 3,781 cells. Then, we reduced the size of the dataset using Principal Component Analysis (PCA) on the genes expressed in more than 50 cells (9,576 genes) and calculated the UMAP representation (Becht et al., 2019) and finally grouped the cells with Louvain algorithm (Waltman and van Eck, 2013) (resolution = 1) using the 15th first PCs. We classified the clusters according to the marker genes of the different cell types in the literature, including the genes *Nr5a1, Star, Cyp11a1, Insl3, Hsd17b3, Amh, Sox9, Arx, Nr2f2, Pecam1, Cdh5, Esam, Pou5f1, Ddx4* (Castrillon et al., 2000; Wakayama et al., 2003; Okamura et al., 2008; Yu et al., 2009; Buaas et al., 2012; Wen et al., 2016; Kumar et al., 2017; Stévant et al., 2018; Ernst et al., 2019; Mucenski et al., 2019) and identified cluster 7 as Leydig cells.

#### Adult Mouse Single-Cell RNA-Sequencing Data

We selected the libraries do15983, do15984, do17622, do17623, do17815, do17816, do18197, do18198, and do18199 of mice older than 60 days old from Ernst et al. (2019). These libraries were analyzed with Cell Ranger v1.3.1 software using the default threshold to obtain high-quality cells with large numbers of UMIs. We filtered out cells with <500 UMI and we excluded cells with more than 5% of reads mapping to the mitochondrial genome. We selected only protein-coding genes. Then, we inferred cell labels with the annotation furnished by Ernst et al. (2019), and removed cells labeled as “Outliers.” So, 24,672 cells were used. We confirmed the cell type classification of Ernst et al. (2019) with genes known from the literature (*Cyp11a1, Star, Insl3, Cyp17a1*, and *Fabp3*) (Stévant et al., 2018).

#### Merge of Fetal and Adult Single-Cell RNA Sequencing Data

In order to compare the Leydig cells present at fetal and adult stages, we merged the single-cell RNA sequencing datasets with the MergeSeurat function (Seurat, v2.3.4). We normalized and computed the Principal Component Analysis (PCA) using the genes expressed in more than 50 cells. The 10 first components of this PCA were used to compute the corrected neighbor graph with BBKNN (balanced batch KNN, v1.3.8) (Polañski et al., 2019) and then, the UMAP representation. We made use of the previous cell annotation to distinguish fetal and adult populations and we ensured the cell identity using marker gene expression. This list includes the genes *Nr5a1, Star, Cyp11a1, Insl3, Hsd17b3, Amh, Sox9, Arx, Nr2f2, Pecam1, Cdh5, Esam, Pou5f1, Ddx4, Dmrt1, Piwil1, Pex21*, and *Tnp1*. We performed a differential expression analysis (Mann–Whitney–Wilcoxon test) between FLCs and ALCs clusters using Seurat FindMarkers function (only positive markers, min.pct = 0.25, thresh.use = 0.25). We identified genes showing a high expression in one population of Leydig cells and a low expression in the other population (adj. *p*-valuej < 0.01, avg logFC > 0.5, pct.1 > 0.5, pct.2 < 0.25), and overexpressed as well in the same population in the DESeq2 analysis.

From this selection, in order to select the genes with specific expression in one Leydig cell population and with a low expression in all other populations in the testis, we used an additional differential expression analysis between all cell types using Seurat FindAllMarkers function (only positive markers, *p*_val_adj < 0.01 and avg_logFC > 0.5 and pct.1 > 0.5 and pct.2 < 0.25) was used to compute marker genes for every cluster. The intersect of the two differential expression analysis with Seurat is used to get a list of the marker genes of FLCs and ALCs specifically.

### RNAscope^®^ Analyses (*in situ* Hybridization)

Adult (P100) and embryonic (E16.5) *Nr5a1-eGFP* samples from timed mated females were collected and fixed overnight in 4% paraformaldehyde, dehydrated and embedded in paraffin. Five μm thick sections were examined histologically *via* haematoxylin and eosin staining. We performed the RNAscope^®^ 2.5 HD DuplexAssay protocol following the recommendation of BioTechne. The *Star* probes (C2) to label Leydig cells, and the probes for the candidates *Crhr1* (C1), *Ren1* (C1), *Bhmt* (C1), and *Sult1e1* (C1) were tested. Slides were imaged using an Axioskop 2 plus confocal microscope and ZEN 2009 software (Carl Zeiss Ltd., Hertfordshire, United Kingdom). For reproducibility purpose, at least three different animals of each group were tested.

### Immunostaining

Animals were bred and maintained in strict compliance with the Animals (Scientific Procedures) Act, 1986. All procedures were conducted in accordance with United Kingdom Home Office regulations under project licenses 60/4200 and 70/8804 held by Lee B. Smith.

Neonatal and adult tissues were fixed in Bouins for 6 h, stored in ethanol 70% and embed in paraffin. Sections of 5 μm were dewaxed in xylene, rehydrated in graded ethanol solutions. For the double immunostaining, slides were antigen-retrieved in pressure cook with 0.01 M citrate buffer (pH 6.0). To quench endogenous peroxidases activity, slides were incubated in 0.3% hydrogen peroxide (v/v) in TBS for 30 min at room temperature (RT). The non-specific activity was blocked using the appropriate normal blocking serum for 30 min at RT followed by incubation overnight at 4°C with the first primary antibody diluted in blocking serum. After washing, slides were incubated for 30 min at RT with the appropriate secondary antibody conjugated to peroxidase and diluted 1/200 in blocking serum and left on the slides for 30 min at RT. Sections were then incubated with Tyramide Signal Amplification system (‘TSA,’^TM^ PerkinElmer) diluted 1/50 for 10 min at RT according to the manufacturer’s instructions. Slides were then stained with the second Primary antibody and washed as an incubated as described above with secondary and Tyramide. Sections were then counterstained in Sytox Green (Molecular Probes, Life Technologies, Paisley, United Kingdom) for 10 min at RT and mounted in PermaFluor mounting medium (Thermo Scientific, United Kingdom). Slides were scanned using an LSM 710 confocal microscope and ZEN 2009 software (Carl Zeiss Ltd., Hertfordshire, United Kingdom). The primary and adequate secondary antibodies used in this study are detailed in Supplementary Table 2. To assure the specificity of the stained tissue, sections incubated with no primary antibody were used as negative controls. For reproducibility purpose, at least three different animals of each group were tested.

## Results

### A Global View of Fetal and Adult Leydig Cell Transcriptomes

To compare the transcriptomic signatures of FLCs and ALCs, we purified Leydig cells at embryonic day (E) 18.5 and postnatal day (P) P100. To proceed, we FAC-sorted the highest GFP positive cell population corresponding to Leydig cells from *Nr5a1*-*eGFP* testes (Stallings, 2002) (Figure 1A and Supplementary Figures 1A,A′). We then performed RNA sequencing of poly(A)^+^ RNAs in biological triplicates for the two stages. 

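The cells were sorted from testes of mice carrying a green fluorescent protein gene under the control of Nr5a1, a gene of steroidogenic cells. RNA of 6 libraries was sequenced, 3 of FLCs at E18.5 and 3 of ALCs at P100. The methods name a stranded total RNA kit with removal of ribosomal RNA, whereas the results name poly(A)+ RNA, and the deposited values do not settle which of them was used. By the lane marks in the library names, all 3 FLC libraries and 1 ALC library ran in the same lane, and the other ALC libraries in another that held no FLC library. With no values per library for expression, lane and stage cannot be told apart in that comparison. As the methods describe, the authors mapped the reads to GRCm38 with GemTools, counted them per gene of the GENCODE annotation with an in-house pipeline, left out genes with fewer than 10 reads, and compared the groups with DESeq2. The authors' deposited table gives for 10580 genes the mean of the normalized counts over all 6 libraries, the log2 fold change of ALCs over FLCs, its standard error, and the p-value before and after adjustment. Counts per library are not analysed here, so no SD between libraries is given, and the standard error of the fold change carries the error between replicates. Every listed gene has an adjusted p below 0.05 in the authors' deposited table, with 4882 genes higher in FLCs and 5698 higher in ALCs. The adjusted p-values were recomputed by the Benjamini-Hochberg method for a range of numbers of tests, and 16048 tests gave the listed values within 0.712%. The listed genes are thus 65.9% of the genes that entered the adjustment. Genes that DESeq2 may have left out of the adjustment are not counted in that number, so shares of it are not shares of all expressed genes. From the mean over all libraries and the fold change, the mean of each group was computed for 3 libraries against 3. These implied means are approximate, because the fold change is a fitted value. In FLCs, 472 genes shared a lowest implied mean of 0.157 to 0.163 normalized counts, and the next step lay at 0.592. In ALCs, 131 genes lay at 0.199 to 0.207, and the next step was 0.743. The lowest step was read as no read in any of the 3 libraries of the group, and the next step as 1 read over the 3 libraries. A level of 3 reads over the group then equals 1.77 normalized counts in FLCs and 2.23 in ALCs, and a fold against a group at the lowest step is given as a lower bound against that limit, which covers counting error only. On the same scale about 10808687 reads per FLC library and 11340772 per ALC library fell on the listed genes. Positions of genes are those of GENCODE vM21 on GRCm38, to which 10522 of the listed genes were matched by symbol or older symbol.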

In total, we identified 20,859 and 21,195 expressed genes in FLCs and ALCs, respectively (with RPKM ≥ 1), with 78.5% (±0.5) of them being protein coding. We evaluated the purity of our FLCs and ALCs samples by measuring the expression level of several genes specific to different testicular cells (Supplementary Figure 1B). Our samples display high expression levels of the Leydig cell marker genes *Cyp11a1, Insl3, Cyp17a1, Hsd3b1*, and *Star* (Rebourcet et al., 2019). In contrast, expression of marker genes for Sertoli cells (*Sox9, Dhh*, and *Amh*) (Bitgood et al., 1996; Liu et al., 2016; Rehman et al., 2017), interstitial progenitors cells (*Nr2f2, Arx*, and *Tcf21*), germ cells (*Dazl, Ddx4*, and *Pou5f1*) (Castrillon et al., 2000; Okamura et al., 2008; Yu et al., 2009), and endothelial cells (*Tek, Pecam1*, and *Esam*) (De Val and Black, 2009; Stévant et al., 2018), immune cells (*Cxcl2, Csf1r*, and *Emr1/Adgre1*) (Wolpe et al., 1989; Sehgal et al., 2018; Waddell et al., 2018), and peritubular myoid cells (*Acta2, Myh11*, and *Cnn1*) (Chen et al., 2014; Rebourcet et al., 2014) were low, confirming the high degree of enrichment of our FLC and ALC samples.

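Cyp11a1, which lies on chromosome 9 from 58006411 to 58027023 of GRCm38, had an implied mean of 176395 normalized counts in FLCs and 285976 in ALCs, rank 3 and rank 6 among the listed genes. Star, on chromosome 8 from 25806555 to 25815982, had 51245 in FLCs and 123760 in ALCs, rank 25 and rank 14. Insl3 ranked 18 in FLCs and 2 in ALCs by implied mean, Cyp17a1 ranked 5 and 3, and Hsd3b1 ranked 2 and 44. The authors' deposited table gives Cyp11a1 a log2 fold change of 0.70 (standard error 0.194, adjusted p = 6.7e-04 from the Wald test of DESeq2), with a computed 95% interval of 0.32 to 1.08, so the estimate lies below the fold change of 2 set by the paper. Star had a 95% interval of 0.93 to 1.61 on the log2 scale, and Cyp17a1 one of 1.23 to 1.92. The lowest mean over both groups among these 5 markers was 87502 normalized counts, against a median of 679 for all listed genes.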

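The paper names 19 gene symbols for the 6 other cell types, of which Emr1 and Adgre1 are the same gene. Values are given for 8 of them, and the others are not used here. In the Sertoli cell panel, Amh had an implied mean of 266 in FLCs and 8.26 in ALCs, and Dhh 169 and 8.73. The interstitial progenitor marker Tcf21 had 307 in FLCs and 126 in ALCs. The germ cell marker Ddx4 had 37.0 in FLCs and 331 in ALCs, and the endothelial marker Esam 13.5 and 191. Among immune cell markers, Csf1r had 351 in FLCs and 1612 in ALCs, Emr1 3.59 and 351, and Cxcl2 0.601 and 22.6, where the level of Cxcl2 in FLCs equals 1 read over 3 libraries. The median implied mean of all listed genes was 576 in FLCs and 597 in ALCs. The authors' deposited table gives Amh a log2 fold change of -5.01 (standard error 0.498) and Emr1 one of 6.61 (standard error 1.09). The computed 95% intervals were -5.99 to -4.03 and 4.48 to 8.75. From the high levels of Leydig cell markers and the low levels of these markers, the paper concludes that the samples were highly enriched.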

**FIGURE 1:**
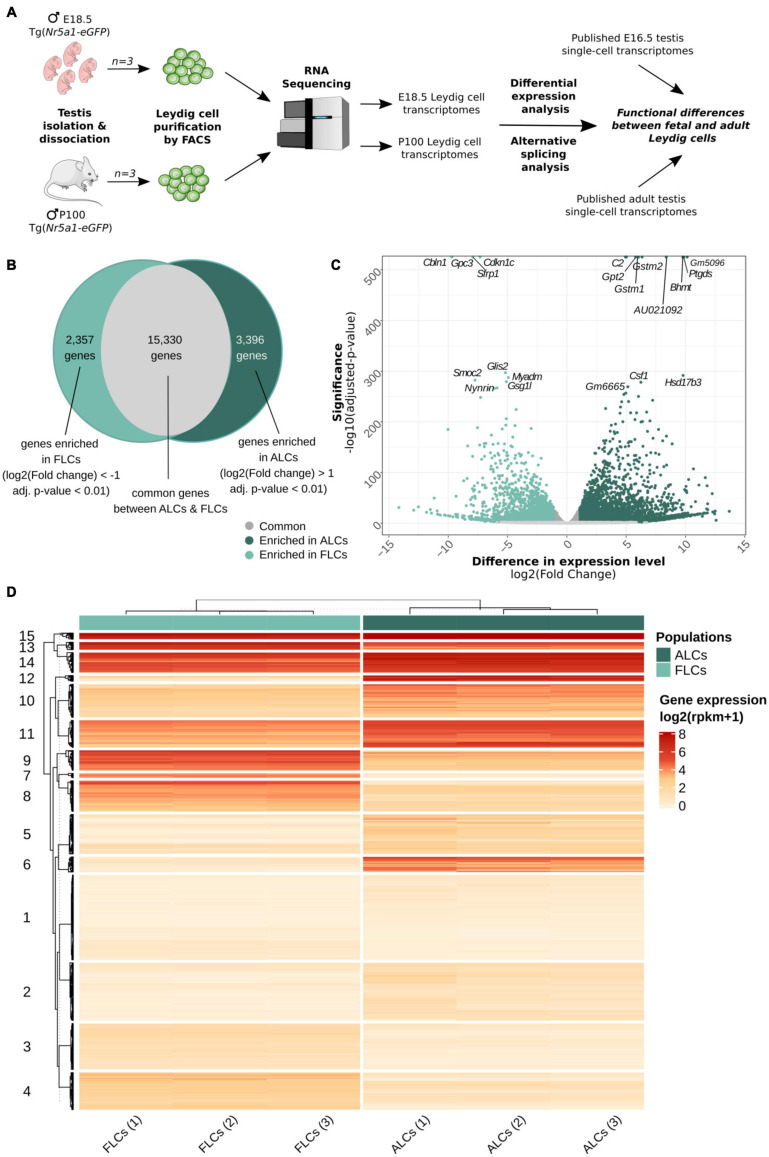
Similarities and differences between FLCs and ALCs. **(A)** Sample collection, RNA-sequencing and analysis workflow. **(B)** Venn diagram showing the number of genes expressed at same levels in FLCs and ALCs (12,645 genes), enriched in FLCs (3,741 genes) and enriched in ALCs (4,657 genes). **(C)** Volcano plot displaying differential expressed genes between FLCs and ALCs. The *x*-axis corresponds to the log2(Fold Change) and the *y*-axis corresponds to the –log10(adjusted *p*-value). The salmon dots represent the significant up-regulated transcripts in FLCs (adj. pval < 0.01); the blue dots represent the significant up-regulated transcripts in ALCs (adj. pval < 0.01) and the gray dots represent the not significantly differentially expressed transcripts (adj. pval > 0.01). Top 30 genes according to the adjusted *p*-value are displaying on this volcano plot. **(D)** Heatmap displaying the normalized scaled expression of differentially expressed genes in the 6 samples. Genes are ordered with hierarchical clustering according to their expression pattern into 15 groups.

We show that the ALCs express in excess the *Insl3* gene with an average of 21,113 RPKM, followed by *Aldh1a1* (8,050 RPKM) and *Cyp17a1* (5,742 RPKM). Together the RNA abundance of three genes represents 9.4% of the whole transcriptome. 

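In ALCs, Insl3 had an implied mean of 449033 normalized counts, Aldh1a1 564697 and Cyp17a1 424984. By implied mean, Aldh1a1 took rank 1 among the listed genes. Divided by the exonic length, the union of the exons annotated in GENCODE vM21, the implied mean of Insl3 among genes with such a length ranked 1 in ALCs, Gstm1 2, Cyp17a1 3 and Aldh1a1 6. Insl3 lies on chromosome 8 from 71689214 to 71690575 of GRCm38, Aldh1a1 on chromosome 19 from 20492715 to 20643465, and Cyp17a1 on chromosome 19 from 46667165 to 46673172. Insl3, Aldh1a1 and Cyp17a1 together held 5.69% of the sum of implied means over all listed genes in ALCs and 1.62% in FLCs. The authors' deposited table gives Insl3 a log2 fold change of 2.73 (standard error 0.166) and Aldh1a1 one of 2.50 (standard error 0.147). The computed 95% interval was 2.40 to 3.05 for Insl3 and 2.21 to 2.78 for Aldh1a1. Jak3, a gene chosen after its values were seen, shares all of the Insl3 locus on the same strand, and its implied ALC mean was 397842. Reads on the shared sequence could have been counted for both, so the levels of both genes are uncertain.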

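In FLCs, the eGFP transgene had the highest implied mean, with 402749 normalized counts, followed by Hsd3b1 with 274134. Insl3 had 67883 in FLCs, Cyp17a1 142366 and Aldh1a1 100049. Among genes with an exonic length in GENCODE vM21, which leaves out the transgene, Hsd3b1 per length ranked 1 in FLCs and Insl3 2, and Cyp17a1 came next. Hsd3b1, on chromosome 3 from 98852194 to 98859794 of GRCm38, had a log2 fold change of -2.29 (standard error 0.118) in the authors' deposited table, with a computed 95% interval of -2.52 to -2.06. Its level in ALCs was 56018. Hsd3b1 and Insl3 together held 1.78% of the sum of implied FLC means over the listed genes. Mitochondrial transcripts are not analysed here.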

The FLCs do not display such an extreme over-representation of the same genes, but the top three expressed genes are *mt-Co1* (7,501 RPKM), *Hsd3b1* (5,357 RPKM), and *Insl3* (3,947 RPKM), which represent 5.4% of the total transcriptome. To appreciate the biological functions enriched amongst the most expressed genes of FLCs and ALCs, we performed a pre-ranked gene set enrichment analysis of the transcriptomes, weighting genes by their level of expression. While in FLCs we observed a statistical enrichment of 345 GO terms (FDR < 25%), including “glucocorticoid biosynthetic process,” “C21 steroid hormone metabolic process” and “regulation of systemic arterial blood pressure by renin angiotensin” in the top terms, no statistical enrichment was observed for the ALCs. Although not statistically enriched, we could find in the top terms “glucocorticoid metabolic process,” “C21 steroid hormone metabolic process”, and “circadian sleep wake cycle” [of note, the P100 mice were euthanized in the morning, and we know testosterone synthesis is sensitive to the circadian rhythm (Chen et al., 2017)] (Supplementary Table 3). These results indicate that both fetal and adult Leydig cells are highly specialized cells dedicated to steroid production. For all subsequent analyses, we retained only the genes coding for proteins and long non-coding RNA (lncRNA).

### Wide Variations in Gene Expression Levels Were Observed Between FLCs and ALCs

We then thought to evaluate the extent to which the transcriptomes of the two Leydig cell populations are comparable and what genes and biological pathways are differentially expressed. Among the 21,083 protein coding and long-non-coding genes expressed in either FLCs or ALCs, 15,330 genes have no significant difference of expression (Figure 1B and GSE171746). 

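Of the 16048 tests recovered from the adjusted p-values, 6798 genes did not pass an adjusted p of 0.01, whatever their fold change. A further 3497 genes passed it with a fold change below 2 in either direction. Together, 10295 of the genes in the adjustment did not pass both thresholds, and 35.8% passed both. A gene that did not pass was not shown to be equal in FLCs and ALCs.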

Interestingly, a large proportion of genes (5,753 genes, i.e., 27% of the total) display significant variations of expression levels between ALCs and FLCs (adjusted *p*-value < 0.01). Of these genes, 2,357 are overexpressed in FLCs (FC < 0.5) (Figures 1B,C). 

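At an adjusted p below 0.01 and a fold change above 2, the authors' deposited table gave 2357 genes higher in FLCs, which is 14.7% of the tests recovered. With the adjusted p alone, the number was 4208, the alternative that added the most genes. In a test against an absolute log2 fold change of 1, computed from the authors' fold change and standard error, 1271 of these genes (53.9%) passed an adjusted p of 0.01. Their median absolute log2 fold change was 2.20 and their median level over both groups 287 normalized counts. In ALCs, 1829 of them (77.6%) still had an implied mean of at least 10 normalized counts. Among genes with a large fold change and a mean of at least 100, Kcnj3 on chromosome 2 from 55435970 to 55598145 of GRCm38 had an implied mean of 1593 in FLCs and no read in ALCs, at least 715-fold higher. Likewise without a read in ALCs were Fam155a, Prokr2, Adamts16 and Cpa1, of which Cpa1 had the smallest bound, at least 170.2-fold. The ALC level of Bcan, Myom2 and Chrm3 equalled 1 read over the 3 libraries, and that of Robo2 2 reads, with implied FLC means of 4361, 2190.4, 1465 and 3478.

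**Figure D1:**
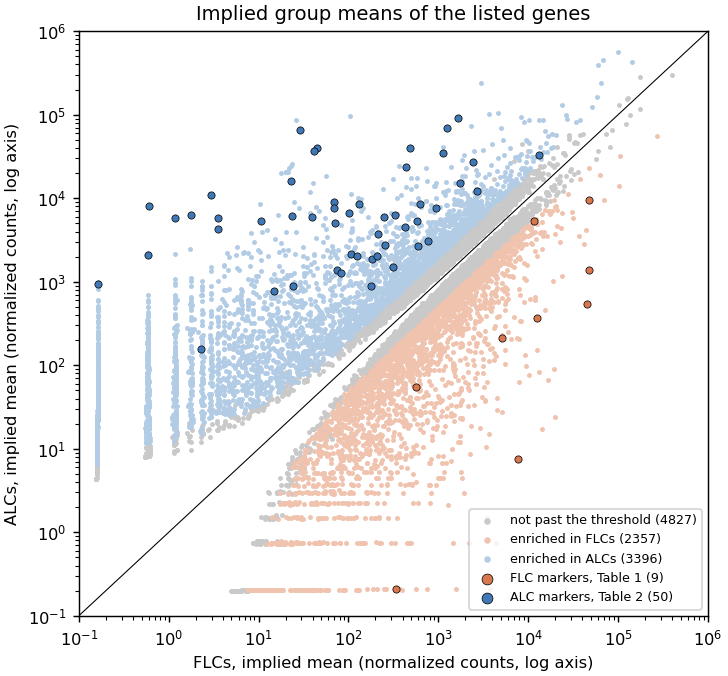
Implied mean of each listed gene in FLCs (x axis) and in ALCs (y axis), in normalized counts on log axes, with genes enriched in FLCs in orange, genes enriched in ALCs in blue, genes not past the threshold in grey, and the markers of Tables 1 and 2 outlined. The line marks equal means, the bands at the low ends are genes with no read or a few reads in a group, the 9 FLC markers lie below the line and the 50 ALC markers above it.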

The vast majority of genes overexpressed in FLCs have never been identified as such. This is particularly the case for the top 30 genes with the lowest adjusted *p*-value such as *Cdkn1c*, *Gpc3*, *Cbln1*, *Sfrp1*, *Myadm, Glis2*, *Peg3*, and *Smoc2*. In addition, we found also *Thbs2* and *Mc2r*, two genes known to be specifically expressed in FLCs (O’Shaughnessy et al., 2002, 2003) as well as 50 genes already reported to be expressed – although not specifically – in FLCs (Jameson et al., 2012; McDowell et al., 2012; McClelland et al., 2015; Inoue et al., 2016). 

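The authors' deposited table lists an adjusted p of 0 for 6 genes enriched in FLCs, namely Cbln1, Cdkn1c, Glis2, Gpc3, Myadm and Sfrp1, which are therefore not ordered by it. Ordered by the size of the Wald statistic among all listed genes, Sfrp1 ranked 3, Cbln1 7, Cdkn1c 12, Gpc3 14, Glis2 15, Myadm 16, Smoc2 22 and Peg3 23. Cdkn1c, on chromosome 7 from 143458339 to 143461050 of GRCm38, had an implied mean of 13140.3 in FLCs and 82.7 in ALCs, a 159-fold difference. Gpc3, on chromosome X from 52272426 to 52613950, had 14275 in FLCs and 17.2 in ALCs, and Cbln1, on chromosome 8 from 87468405 to 87472609, had 19916 in FLCs and 23.9 in ALCs. For Sfrp1 the implied means were 16427 and 67.4, for Smoc2 19399.6 and 90.7, and for Peg3 9129 and 135. Glis2 had 5484 in FLCs and 151 in ALCs, and Myadm 6389.9 in FLCs and 209 in ALCs. The authors' deposited table gives log2 fold changes of -7.31 for Cdkn1c (standard error 0.176), -9.70 for Cbln1 (standard error 0.209) and -4.94 for Myadm (standard error 0.131). Their computed 95% intervals were -7.66 to -6.97, -10.11 to -9.30 and -5.19 to -4.68. All 8 genes passed the test against an absolute log2 fold change of 1, with an adjusted p of at most 1.7e-188, that of Peg3.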

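Thbs2, on chromosome 17 from 14665500 to 14694235 of GRCm38, had a log2 fold change of -4.16 in the authors' deposited table (standard error 0.614, adjusted p = 5.6e-11 from the Wald test of DESeq2). Its computed 95% interval was -5.36 to -2.95. Mc2r, on chromosome 18 from 68406907 to 68429320, had no read in the ALC libraries by its implied mean, and was at least 119-fold higher in FLCs. By implied FLC mean, Mc2r ranked 6595 and Thbs2 7180 among the listed genes.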

We grouped the genes differentially expressed into 15 clusters according to their expression profile using a hierarchical clustering (Figure 1D). Genes enriched in FLCs are grouped in clusters 3, 4, 7, 8, 9, and 13. Gene Ontology (GO) analysis of these clusters revealed an association with the development of the urogenital system (cluster 3), cell division and differentiation (cluster 4), various metabolic processes (clusters 7, 9, and 13), and response to reactive oxygen species (ROS) (cluster 13) (Supplementary Table 3). 

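In the other direction, at the same thresholds, 3396 genes of the authors' deposited table were higher in ALCs, which is 21.2% of the tests recovered. With genes of a mean below 100 normalized counts left out, the number was 2096. The test against an absolute log2 fold change of 1 kept 2220 of them (65.4%). The median absolute log2 fold change was 3.17, and the median level over both groups was 216 normalized counts. In FLCs, 2044 of these genes (60.2%) had an implied mean of at least 10. Among the 10 genes with the largest fold change, Ceacam10, Eppin, Klk1b16, Pmfbp1 and Oas3 had no read in FLCs. Ceacam10, on chromosome 7 from 24777206 to 24784657 of GRCm38, had an implied mean of 998 in ALCs, at least 562-fold higher, and Oas3 was at least 337-fold higher. Rhbg had 5760.2 in ALCs with 2 reads over the FLC libraries, whereas a separate entry written RHBG had 12.3 in FLCs and 4141 in ALCs. The other members, Klk1b27, Klk1b22, Klk1b21 and Klk1b24, belong with Klk1b16 to a family of close paralogs between which the authors' counting could have split reads, so the values of single members are uncertain.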

On the other side, 3,396 genes were found overexpressed in ALCs (FC > 2) (Figures 1B,C). Again, the large majority of genes overexpressed in ALCs have never been identified as such. This is particularly the case for genes with the lowest adjusted *p*-value such as *Gstm2, Gstm1, Amy1, Csf1, Timp2*. 

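Amy1, Gstm1 and Gstm2 are among 10 genes enriched in ALCs with an adjusted p of 0 in the authors' deposited table. By the size of the Wald statistic, Amy1 ranked 8 among all listed genes, Gstm1 9, Gstm2 13, Csf1 18 and Timp2 32. Gstm1, on chromosome 3 from 108012255 to 108017973 of GRCm38, had an implied mean of 2949 in FLCs and 238429 in ALCs, and Gstm2, on chromosome 3 from 107981702 to 107986453, had 2294 and 74209. Both are paralogs of one family whose reads the authors' counting could have split. Amy1 had 102 in FLCs and 6643 in ALCs, Csf1 56.3 and 4253, and Timp2 1114 and 40920.3. In the authors' deposited table the log2 fold change was 6.34 for Gstm1 (standard error 0.144), 6.03 for Amy1 (standard error 0.131) and 5.20 for Timp2 (standard error 0.155). The computed 95% intervals were 6.05 to 6.62, 5.77 to 6.29 and 4.89 to 5.50.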

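Hsd3b6 was 2241-fold higher in ALCs by the implied means, Hsd17b3 890.2-fold and Vcam1 54.8-fold. Vcam1, on chromosome 3 from 116109949 to 116129688 of GRCm38, had an implied mean of 1669 normalized counts in FLCs and 91523 in ALCs. Sult1e1, on chromosome 5 from 87575969 to 87591594, had 3.53 in FLCs, about 6 reads over 3 libraries, and 5754 in ALCs. Hpgds, on chromosome 6 from 65117293 to 65144908, was low in both groups, with 5.57 in FLCs and 65.7 in ALCs. The authors' deposited table gives Hpgds a log2 fold change of 3.56 (standard error 0.831, adjusted p = 4.4e-05 from the Wald test of DESeq2), and the computed 95% interval was 1.93 to 5.19. In the test against an absolute log2 fold change of 1, Hpgds had an adjusted p of 0.00951.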

As expected, we have found genes known to be specifically expressed in ALCs such as *Hsd3b6*, *Hsd17b3*, *Vcam1*, *Sult1e1*, and *Hpgds* (O’Shaughnessy et al., 2002), as well as 750 genes already reported to be expressed - although not specifically – in ALCs (Sanz et al., 2013; O’Shaughnessy et al., 2014). Genes enriched in ALCs are grouped in clusters 2, 5, 6, 10, 11, 12, 14, and 15. This time, GO analysis of these clusters indicated a link with fertilization (clusters 2 and 5), regulation of cellular response (cluster 10), cell-substrate adhesion (cluster 11), regulation of ROS (cluster 14), and various metabolic processes (clusters 12, 14, and 15) (Supplementary Table 3). The cluster 1 regroups genes with low expression in both LC populations that are involved in stress and immune response. This association with the immune system is consistent with the role of cytokines secreted by testicular macrophages in the regulation of Leydig cell functions (Hales, 2002). 

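The supplementary GO table lists 47 genes of this cluster under the term leukocyte proliferation. All 47 are among the listed genes, 41 higher in ALCs and 6 higher in FLCs. Their median implied mean was 2.34 normalized counts in FLCs and 35.6 in ALCs. All 47 lay below the median level of the listed genes, at a median percentile of 8.89. The highest was Ptprc, on chromosome 1 from 138062861 to 138175708 of GRCm38, with a mean of 139 over both groups in the authors' deposited table, 5.73 in FLCs and 271 in ALCs by the implied means.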

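Of the genes enriched in FLCs, 99 had no read in ALCs by their implied mean, and 15 of these had an implied FLC mean of at least 100 normalized counts. Of the genes enriched in ALCs, 409 had no read in FLCs, and 65 of these had an implied ALC mean of at least 100. A mean of at least 100 in one group with less than 10 in the other was found for 182 genes enriched in FLCs and 489 enriched in ALCs, 671 genes together. With each fold change at the end of its 95% interval nearer to 0, that number fell to 437. Implied means of at least 100 in both groups were found for 1114 genes enriched in FLCs and 1337 enriched in ALCs.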

Overall, we observed significant variations in the level of expression of thousands of genes, with only a handful of genes exhibiting specific expression in one of the two Leydig cell populations.

### Differential Splicing Between FLCs and ALCs

Alternative splicing is a ubiquitous regulatory mechanism that allows the generation of multiple transcript isoforms from a single gene, thus expanding the complexity of the proteome. However, the extent of alternative splicing occurring in FLCs and ALCs and its functional relevance remain unclear. To investigate whether these two cell populations exhibit different alternative splicing profiles, we performed a multivariate analysis of transcript splicing. 

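The authors compared splicing between FLCs and ALCs with rMATS, which gives for each event an inclusion level, the share of reads, scaled by length, that contain the exon, intron or longer form. The events are taken from Supplementary Table 4, so the inclusion levels, reads and FDR per event are the paper's, and the means, SDs, counts and tests on them were computed here. The table holds only events at an FDR of 0.05 or less, with 3 inclusion levels per group. The first group of the table is the FLCs, which the genes and counts of the text identify, and the replicates cannot be matched by number to single libraries. Inclusion levels recomputed from the inclusion and skipping reads matched the listed ones within 0.0011 for 10095 of 10095 levels that could be recomputed. In 577 of 3942 cells the read numbers had been merged by a number format and were separated again with the listed inclusion levels. The reads per event over the 3 FLC libraries had a median of 136 (quartiles 63 and 298.5), against 94 (quartiles 39 and 235.5) in ALCs. Fewer than 30 reads stood behind 246 events in FLCs and 372 in ALCs. Positions are given as in the table, on GRCm38, and 1966 of 1967 events with a gene in GENCODE vM21 lay inside it.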

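By the sign of the inclusion difference, 1380 of 1971 events had the higher inclusion level in FLCs (70.0%) and 591 in ALCs. For 1460 events (74.1%) all 3 replicates of a group lay above all 3 of the other, where chance alone gives 10%, although the events were selected for a difference on the same libraries. With 3 replicates against 3, an exact permutation test on a single event cannot give a p below 0.10. The median absolute difference in inclusion level was 0.147, and the FDR of 52 events is listed as 0 in the paper's table. Among the events with the lowest FDR, the exon of Odf2 on chromosome 2 from 29893038 to 29893154 had an inclusion level of 0.898 ± 0.0310 (SD, n = 3) in FLCs and 0.124 ± 0.0234 (SD, n = 3) in ALCs. In the other direction, the exon of Slk on chromosome 19 from 47627648 to 47627740 had 0.0580 ± 0.0655 (SD, n = 3) in FLCs and 0.637 ± 0.0635 (SD, n = 3) in ALCs. With each replicate left out in turn, the difference stayed between 0.758 and 0.789 for Odf2 and between -0.616 and -0.550 for Slk. Some of the largest differences rested on few reads, such as the exon of Stag3 on chromosome 5 from 138290366 to 138290470, with 5 reads in FLCs and 13 in ALCs.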

We found 1,971 splicing events that are statistically different between the two LC populations (FDR < 0.05) (1,380 events in FLCs and 591 in ALCs) (Figure 2A and Supplementary Table 4). These splicing events occur in 1,437 genes, including 1,036 genes in FLCs, and 509 genes in ALCs (with 31 genes having an alternative splicing in both cell populations). 

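Counted by gene symbol in Supplementary Table 4, 1437 genes had an event, 1036 with an event higher in FLCs and 509 with one higher in ALCs. Events in both directions were found in 108 genes, and in 39 of these they were of the same type. Fyn is such a gene: of its mutually exclusive exon pairs, the event on chromosome 10 from 39529437 to 39529601 had an inclusion level of 0.802 ± 0.0202 (SD, n = 3) in FLCs and 0.423 ± 0.0235 (SD, n = 3) in ALCs. The event at 39529919 to 39530074 had 0.167 ± 0.0129 (SD, n = 3) in FLCs and 0.353 ± 0.0101 (SD, n = 3) in ALCs.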

We also examined if the genes detected as alternatively spliced correspond to differentially expressed genes. Of the 2,357 FLCs overexpressed genes, 86 of them show an alternative splicing. 

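Of the genes enriched in FLCs in the authors' deposited table, 86 had an event with higher inclusion in FLCs, 3.65% of them. An event in either direction was found in 159 of them (6.75%). By type, 41 of these genes had an intron retained more in FLCs, and 33 an exon included more in FLCs. Events higher in ALCs were found in 86 of the genes enriched in FLCs as well, with an exon included more in ALCs in 56 and an intron retained more in ALCs in 13. The alternative that most changed the number with an event higher in FLCs was an FDR under 0.01, which left 61 genes. Smoc2 is among the genes enriched in FLCs: its mutually exclusive exon event on chromosome 17 from 14375437 to 14375519 of GRCm38 had an inclusion level of 0.579 ± 0.0783 (SD, n = 3) over 3796 reads in FLCs, and 0 over 5 reads in ALCs, too few to set the ALC level.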

In the ALCs, 56 genes out of the 3,396 overexpressed genes show an alternative splicing. It appeared that the genes involved in steroidogenesis are not subject to alternative splicing in both FLCs and ALCs.

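Among genes enriched in ALCs, 56 (1.65%) had an event with higher inclusion in ALCs, and 193 (5.68%) had an event in either direction. With an inclusion difference of at least 0.1 required, 36 genes were left. Exons included more in ALCs were found in 40 of these genes, and an intron retained more in ALCs in 1. More of the genes enriched in ALCs, 148, had an event higher in FLCs, with an intron retained more in FLCs in 67 and an exon included more in FLCs in 56. In Gstm2, which is enriched in ALCs, the retention event on chromosome 3 from 107985683 to 107986033 of GRCm38 ran the other way, at 0.243 ± 0.0793 (SD, n = 3) in FLCs and 0.0890 ± 0.0462 (SD, n = 3) in ALCs. Of all 5753 enriched genes, 6.12% had an event, against 13.0% of 4827 listed genes that were not enriched (Fisher's exact test, two-sided, p = 5.9e-34), a comparison chosen after the data were seen. The latter had higher levels, and with their shares taken at the level of the enriched genes, 8.17% would be expected. That level is the mean over both groups, whereas enriched genes can have few reads in 1 group, where an event may go undetected. The rest of the difference can thus follow from detection. Genes without a difference in level are not among the values used.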

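Of 27 steroidogenesis genes listed before the data were examined, 6 had an event in Supplementary Table 4: Akr1cl, Cyp11a1, Fdxr, Hsd17b7, Hsd3b1 and Lhcgr. They held 11 events, 4 of them higher in FLCs, and in all of them the replicates of FLCs and ALCs did not overlap, against 10% by chance for unselected events. The difference was at least 0.1 in 1 event, the exon of Hsd17b7 on chromosome 1 from 169959423 to 169959479 of GRCm38, with an inclusion level of 0.777 ± 0.0570 (SD, n = 3) in FLCs and 0.958 ± 0.0291 (SD, n = 3) in ALCs (exact permutation test, two-sided, p = 0.10). With each replicate left out in turn, its difference stayed between -0.200 and -0.149. The exon of Lhcgr on chromosome 17 from 88753744 to 88753929 had 0.865 ± 0.0403 (SD, n = 3) in FLCs and 0.936 ± 0.0291 (SD, n = 3) in ALCs. That of Hsd3b1 on chromosome 3 from 98858152 to 98858341 had 0.961 ± 0.00346 and 0.986 ± 0.00153 (SD, n = 3 each). The retention event of Cyp11a1 on chromosome 9 from 58018394 to 58019292 had 0.0237 ± 0.00611 in FLCs and 0.00567 ± 0.00551 in ALCs (SD, n = 3 each), over 23223 and 23772 reads.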

**FIGURE 2:**
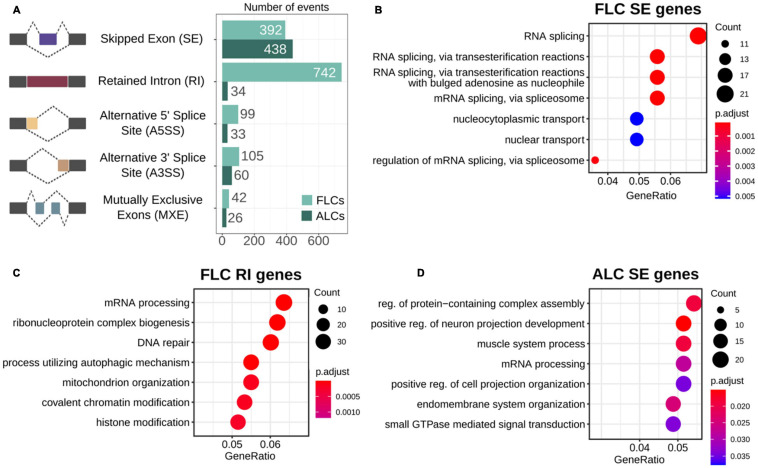
Alternative splicing. **(A)** Proportion of the differential alternative splicing events found in fetal and adult Leydig cells. **(B–D)** GO term enrichment of the biological functions in genes showing differential skipping exons in fetal and adult Leydig cells **(B,C)**, and intron retention in fetal Leydig cells **(D)**.

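Supplementary Table 4 holds 776 intron retention events, of which 95.6% were higher in FLCs, against 53.4% of the events of the other types (Fisher's exact test, two-sided, p = 2.5e-105, 1.2e-104 after Benjamini-Hochberg adjustment over the 5 types). Events of one gene are not independent, and with 1 event per gene the share was 95.8%. The alternative that moved it most was a minimum inclusion difference of 0.1, at 93.1%. All replicates were separated in 584 of the retention events higher in FLCs and in 15 of those higher in ALCs, among events selected for a difference on the same libraries. Averaged over the retention events, the inclusion level was 0.239 ± 0.0131 (SD, n = 3) in FLCs and 0.122 ± 0.0142 (SD, n = 3) in ALCs, a difference larger than the spread between replicates (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). Skipped exons made up 830 events, with mean levels of 0.544 ± 0.00899 and 0.573 ± 0.00207 (SD, n = 3 each), and 392 of them were included more in FLCs. Alternative 5' splice sites gave 132 events, 75% of them higher in FLCs, alternative 3' splice sites 165 events at 63.6%, and mutually exclusive exons 68 events at 61.8%. The retention events with the lowest FDR include Srrm1, whose intron on chromosome 4 from 135344670 to 135346734 of GRCm38 had 0.252 ± 0.0925 (SD, n = 3) in FLCs and 0.0287 ± 0.0191 (SD, n = 3) in ALCs. Cluh, with its intron on chromosome 11 from 74664132 to 74664773, had 0.194 ± 0.0221 and 0.0287 ± 0.0248 (SD, n = 3 each).

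**Figure D2:**
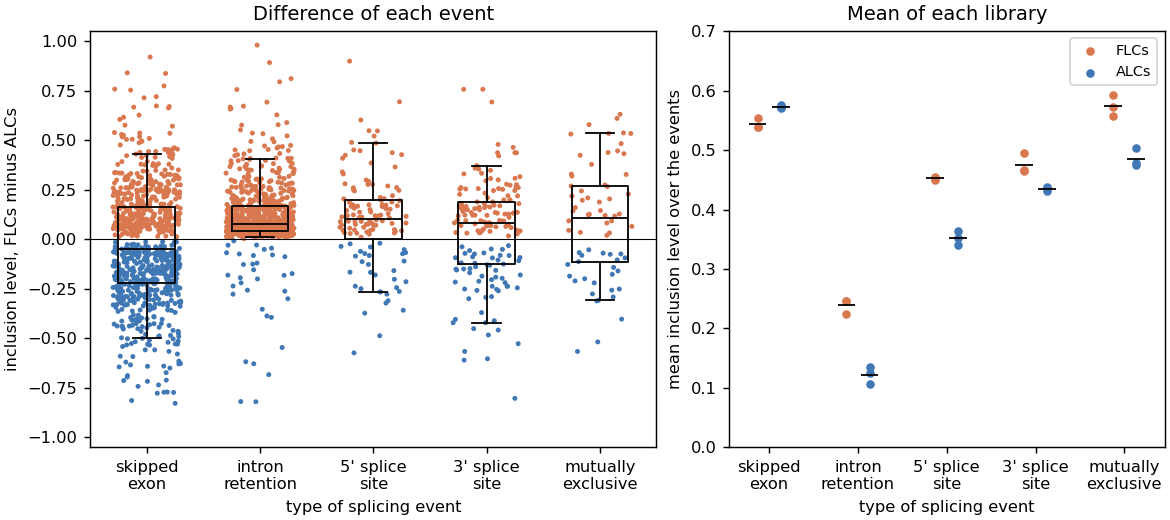
Left, inclusion level in FLCs minus ALCs of each event (points) by type, with boxes at the quartiles and median and whiskers at the percentiles 5 and 95, and right, mean inclusion level over the events of a type in each library (points) with the mean of 3 libraries (lines). Of the retention events, 742 lie above 0 and 34 below, and their library means run from 0.224 to 0.247 in FLCs and from 0.107 to 0.134 in ALCs.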

As shown in Figure 2A, intron retention is the most represented type of alternative splicing in the FLCs, with 742 events found in FLCs but only 34 in ALCs. We investigated if the genes presenting the different type of alternative splicing in both populations are enriched in a particular biological function by performing a GO enrichment analysis (Supplementary Table 4). In FLCs, the genes presenting exon skipping are strongly enriched in RNA splicing functions (Figure 2B), while genes showing intron retention are involved in mRNA processing and chromatin rearrangements (Figure 2C). 

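The supplementary GO table names 21 genes under RNA splicing for this set, and all 21 have a skipped exon event in Supplementary Table 4. They hold 27 such events, of which 26 had the higher inclusion level in FLCs, and in 20 all replicates were separated. The genes were chosen by the paper from skipped exon events already selected for a difference in FLCs, so these numbers follow largely from the selection. The mean inclusion level over these events was 0.431 in FLCs and 0.278 in ALCs, with a median difference of 0.132. The exon of Srsf6 on chromosome 2 from 162932815 to 162933082 of GRCm38 had an inclusion level of 0.795 ± 0.0196 (SD, n = 3) in FLCs and 0.533 ± 0.110 (SD, n = 3) in ALCs. That of Hnrnpa2b1 on chromosome 6 from 51461920 to 51462055 had 0.649 ± 0.143 and 0.235 ± 0.0399 (SD, n = 3 each), and that of Srsf2 on chromosome 11 from 116851648 to 116851751 had 0.220 ± 0.0529 and 0.0687 ± 0.0232 (SD, n = 3 each). With each replicate left out in turn, the difference stayed between 0.217 and 0.323 for Srsf6, and between 0.335 and 0.474 for Hnrnpa2b1. In the bulk comparison, 16 of the 21 genes are among the listed genes, and all of these were higher in FLCs. The terms of Figure 2C were not tested here.

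**Figure D3:**
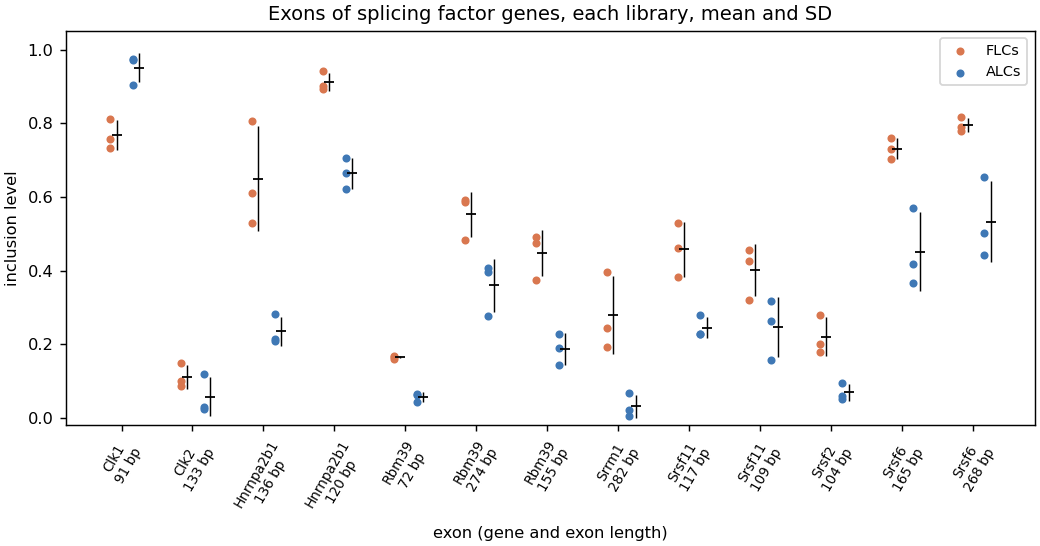
Inclusion level of exons of genes on the splicing factor list, with the gene and the exon length on the x axis, points for the 3 FLC and 3 ALC libraries, and lines for the mean and SD. The exon of Clk1, at 0.768 ± 0.0399 in FLCs and 0.951 ± 0.0396 in ALCs, was the one included more in ALCs, and every other exon plotted had its higher mean in FLCs.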

Regarding ALCs, genes showing exon skipping are involved in various processes such as cellular organization, cellular projection, or muscle system process (Figure 2D). No GO enrichment was found in the other types of alternative splicing due to the small number of genes.

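With each of the 6 replicates left out in turn, between 741 and 745 retention events were higher in FLCs, and between 31 and 35 in ALCs. The events had been selected on all replicates, which limits what this shows. The retention events lay in 625 genes, 600 of them with an intron retained more in FLCs. Retention made up 53.8% of the events higher in FLCs and 5.75% of those higher in ALCs. The difference was at least 0.1 in 326 retention events higher in FLCs and 24 higher in ALCs, and its median was 0.0830 in the former.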

Overall, we showed that intron retention is a landmark of the FLC transcriptome. It is known that alternative splicing is frequent during embryonic development, usually cell/organ specific and plays a role in gene expression regulation and protein diversity (Revil et al., 2010; Kalsotra and Cooper, 2011; Grabski et al., 2021).

### Characterization of Mutually Exclusive Marker Genes/Signatures of FLCs and ALCs

A thorough identification of the genes specifically expressed in FLCs and ALCs has never been achieved. Although our comparative analysis identified many genes that are differentially expressed between FLCs and ALCs, there is no evidence that these are specific to FLCs or ALCs. Indeed, many of them may also be expressed in other testicular cell types. To identify FLC- and ALC-marker genes, we took advantage of existing single-cell RNA sequencing data from E16.5 testes (3,781 cells) (Neirijnck et al., 2019) and adult testes (24,672 cells) (Ernst et al., 2019). We combined these fetal and adult datasets to evaluate the gene expression specificity. Using five well-established Leydig cell markers, namely *Hsd3b1, Star, Cyp11a1, Cyp17a1*, and *Fabp3*, we identified 151 FLCs and 148 ALCs (Figure 3) (Ernst et al., 2019; Rebourcet et al., 2019). By comparing the sets of genes specifically enriched in ALCs and FLCs obtained with the single-cell RNA sequencing and the bulk RNA sequencing approaches described above, we generated a high-confidence selection of 62 genes enriched in FLCs showing a link with cell proliferation and differentiation, and hormone secretion (Supplementary Table 5) and 120 genes enriched in ALCs related to protein processing, spermatid development, and metabolic processes (Supplementary Table 6).

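In the bulk comparison, all 62 genes of Supplementary Table 5 were higher in FLCs past both thresholds, and all 120 of Supplementary Table 6 were higher in ALCs. These lists were selected partly on the same libraries, so this is not independent evidence. The alternative that lowered their total of 182 most was the test against an absolute log2 fold change of 1, which 54 FLC genes and 114 ALC genes passed. The median absolute log2 fold change was 4.58 for the FLC genes and 4.68 for the ALC genes. The smallest was 1.11 for Myl9 in the former and 1.14 for Carkd in the latter. The median implied mean of the FLC genes was 2548 normalized counts in FLCs and 102 in ALCs, and 31 of them had at least 100 in ALCs. For the ALC genes it was 3132 in ALCs and 105 in FLCs, and 61 of them had at least 100 in FLCs. By their implied means, 1 FLC gene had no read in ALCs and 3 ALC genes had no read in FLCs. The single-cell data that entered this selection are not analysed here.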

**FIGURE 3:**
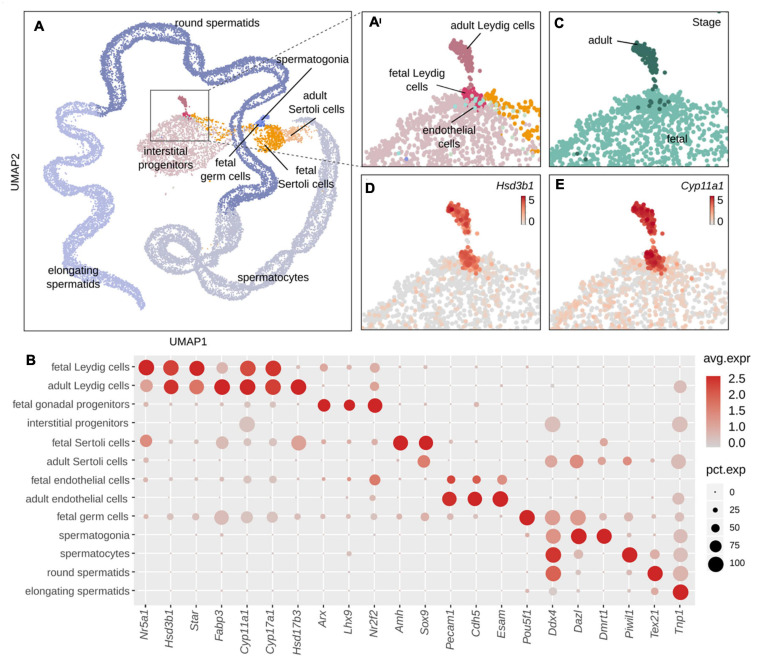
Classification of cell populations in single-cell RNA sequencing data of fetal and adult mouse testis. **(A)** UMAP representation of single-cell transcriptomes colored by cell type, where each dot corresponds to one cell. Enlargement of the global UMAP on the area of interest which include both the fetal and adult Leydig, colored by cell populations **(A′)** and by developmental stage **(C)**. The fetal cells are colored in pale green and the adult cells in dark green. **(D,E)** Enlargement on the UMAP representation colored according to the normalized expression of Leydig cells marker genes *Hsd3b1* **(D)** and *Cyp11a1* **(E)**. **(B)** Dotplot displaying the expression of selected marker genes of testis cell populations. The size of the dots is proportional to the fraction of cells in the population expressing the gene and the scaled gene expression level is indicated by the color scale. Leydig cells: *Nr5a1, Star, Cyp11a1.* Sertoli cells: *Hsd17b3, Amhg*, and *Sox9.* Interstitial progenitors: *Arx, Lhx9*, and *Nr2f2.* Endothelial cells: *Pecam1, Cdh5*, and *Esam.* Germ cells: *Pou5f1, Dddx4.* Spermatogonia: *Dmrt1.* Spermatocytes: *Piwil1.* Round spermatids: *Tex21.* Elongating spermatids: *Tnp1*.

### Identification of Nine FLC-Specific Marker Genes

Although we have identified 62 genes showing an expression in FLCs and low or no expression in ALCs, there is no evidence that these genes are specific to FLCs. Using single-cell transcriptomic data, we excluded the ones that were also expressed in other testicular cell populations. We have thus identified nine genes that were considered as specific testicular markers of FLCs (Figures 4A–G and Table 1). This includes genes *Crhr1* (*Corticotropin-Releasing Hormone Receptor 1*) (McDowell et al., 2012; McClelland et al., 2015; Inoue et al., 2016) (Figure 4C), *Ren1* (*Renin1*) (Jameson et al., 2012; Inoue et al., 2016) (Figure 4D) and *Vsnl1* (*Visinin-like protein 1*) (Jameson et al., 2012; McClelland et al., 2015) (Figure 4E), whose expression in FLCs (but not their specificity) has already been demonstrated. In addition, we have identified six additional genes described for the first time as FLC specific markers, including *Cyp26b1* (*Cytochrome P450 family 26 subfamily B member 1*) (Figure 4F), *Gsg1l* (*Germ Cell Associated 1 like*), *Pcsk6* (*Proprotein Convertase Substilisin/Kexin type 6*), *Nppc* (*Natriuretic Peptide C*), *Cdon* (*Cell Adhesion Associated, Oncogene Regulated*) and *Ppp2r5b* (*Protein Phosphatase 2 Regulatory subunit*β). 

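These 9 genes had in the bulk comparison a median implied mean of 11676 normalized counts in FLCs and 363 in ALCs, and 6 of them had at least 100 in ALCs. Vsnl1, on chromosome 12 from 11325242 to 11436613 of GRCm38, had 337 in FLCs and no read in ALCs, at least 151-fold higher. Ren1, on chromosome 1 from 133350510 to 133360325, had 47378 in FLCs and 1389.8 in ALCs. Cyp26b1, on chromosome 6 from 84571414 to 84593908, had 45478 and 543, Gsg1l 12543 and 363, Pcsk6 5179.98 and 214, and Nppc 559 and 54.8. Cdon had 47834 in FLCs and 9441 in ALCs, and Ppp2r5b 11676 and 5386. The test against an absolute log2 fold change of 1 kept 7 of the genes, all except Cdon (adjusted p = 0.0567) and Ppp2r5b (adjusted p = 1). The authors' deposited table gives log2 fold changes of -6.39 for Cyp26b1 (standard error 0.287), -2.34 for Cdon (standard error 0.547) and -1.12 for Ppp2r5b (standard error 0.139), with computed 95% intervals of -6.95 to -5.83, -3.41 to -1.27 and -1.39 to -0.84.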

Contrary to our expectations, *Mc2r* (*Melanocortin 2 receptor*) and *Thbs2* (*Thrombospondin 2 precursor*) are not part of our selection. *Thbs2* is excluded by our filters because it does not show any enrichment in FLCs compared to ALCs, while *Mc2r* (Figure 4G) seems specific to FLCs but is not retained due to its low expression in single-cell transcriptomic data. 

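In the bulk comparison, Thbs2 had an implied mean of 157 normalized counts in FLCs and 8.81 in ALCs, a 17.8-fold difference, and it passed the test against an absolute log2 fold change of 1 (adjusted p = 2.0e-06). Mc2r passed the same test with an adjusted p of 2.1e-13. The single-cell values of both genes are not analysed here.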

The specific expression of FLC marker genes *Crhr1* and *Ren1* was validated by *in situ* hybridization and compared with *Star* expression, a known marker of Leydig cells (Figures 4H–K). We found that both *Crhr1* and *Ren1* are co-expressed with *Star* in E16.5 testis but not in adult P100 testis, confirming that these genes are specifically expressed in FLCs and not in ALCs or any other testicular cells (Figures 4H–K).

**FIGURE 4:**
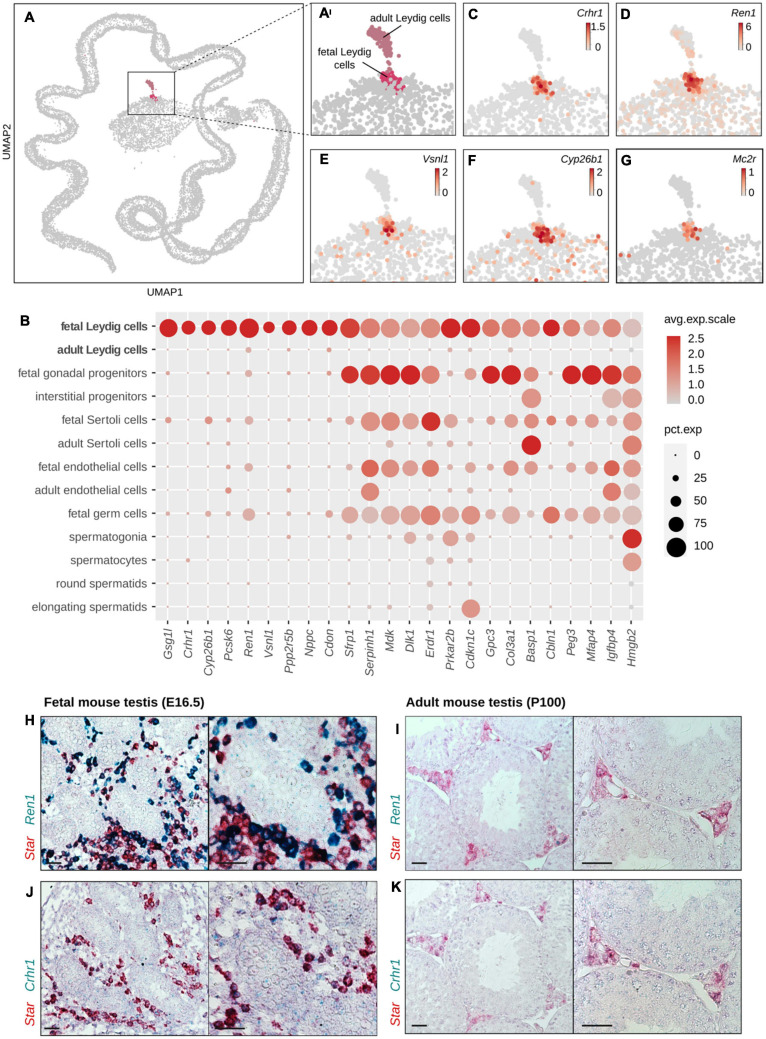
Identification of genes labeling FLCs. **(A,A′)** UMAP representation of single-cell transcriptomes highlighting the two Leydig cell populations: fetal Leydig cells (FLCs) in pink and adult Leydig cells (ALCs) in gray pink. The other populations of the testis are colored in gray. **(C–G)** Enlargement on the UMAP representation colored according to the normalized expression of selected FLC-specific candidate marker genes, like *Crhr1* **(C)**, *Ren1* **(D)**, *Vsnl1* **(E)**, *Cyp26b1* **(F)**, and *Mc2r* **(G)**. **(B)** Dotplot displaying the scaled expression of the FLC-specific candidate genes, and the top 15 non-specific candidates discriminating FLCs over ALCs. **(H–K)** *In situ* hybridization assay by RNAscope labeling in red *Star*, a known marker of Leydig cells, and in green the FLC marker *Ren1* **(H,I)** and *Crhr1* **(J,K)** in embryonic mouse testis at E18.5 **(H,J)** and in adult mouse testis at P100 **(I,K)**. The colocalisation of the red and green probes indicate a co-expression of the two genes in the Leydig cells. The black scale bar corresponds to 100 μm.

**TABLE 1:** Fetal Leydig cells (FLC) specific genes.

			
Gene	Base mean	log2FoldChange	Fold change	*p*-value	*p*-adj
*Gsg1l*	6,453.385	−5.109	0.029	2.69E-295	2.54E-292
*Crhr1*	3,886.902	−10.022	0.001	4.24E-191	1.31E-188
*Cyp26b1*	23,010.196	−6.389	0.012	1.96E-109	1.70E-107
*Pcsk6*	2,696.835	−4.599	0.041	1.38E-56	3.84E-55
*Ren1*	24,383.988	−5.091	0.029	1.11E-29	1.31E-28
*Vsnl1*	168.482	−10.669	0.001	1.54E-17	1.02E-16
*Ppp2r5b*	8,530.843	−1.116	0.461	1.18E-15	6.91E-15
*Nppc*	306.989	−3.352	0.098	2.17E-14	1.17E-13
*Cdon*	28,637.299	−2.341	0.197	1.88E-05	4.58E-05

### Identification of 50 ALC-Specific Marker Genes

We used the same approach to identify testicular marker genes specific to ALCs. 

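In the bulk comparison, the ALC genes of Table 2 had a median implied mean of 5907 normalized counts in ALCs and 115 in FLCs. In FLCs, 27 of these genes had at least 100, 9 had less than 10, and 1, Eppin, had no read. Their levels in ALCs ran from 156 upwards. Of the 50 genes, 49 passed the test against an absolute log2 fold change of 1. The exception was Serpina5, with 13054 in FLCs and 32812 in ALCs, whose log2 fold change of 1.33 in the authors' deposited table (standard error 0.473, adjusted p = 0.00863 from the Wald test of DESeq2) had a computed 95% interval of 0.40 to 2.26. The median absolute log2 fold change over the list was 5.71.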

Among the 120 genes specifically enriched in ALCs (compared to FLCs), 50 genes were considered as specific markers of ALCs (Figures 5A–G and Table 2). Among these 50 genes, we found *Hsd17b3* (*Hydroxysteroid 17-*β *Dehydrogenase 3*) and *Hsd3b6* (*Hydroxysteroid 3-*β *Dehydrogenase 6*), two known markers of ALCs confirming our analysis. 

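Hsd17b3, on chromosome 13 from 64058266 to 64089230 of GRCm38, had a log2 fold change of 9.80 in the authors' deposited table (standard error 0.273), with a computed 95% interval of 9.26 to 10.33. Hsd3b6, on chromosome 3 from 98805504 to 98814443, had one of 11.13 (standard error 0.596) in the authors' deposited table, with a computed interval of 9.96 to 12.30. Its implied mean was 29.3 in FLCs and 65644 in ALCs. Hsd3b6 and Hsd3b1 are paralogs on the same chromosome, and a share of reads counted for the other gene is not excluded.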

The remaining 48 genes are described for the first time as ALC specific markers. The analysis of the GO terms highlighted cellular processes such as protein transformation [*C1rl* (*Complement C1r Subcomponent like*), *Klk1b21, Klk1b24, Klk1b27* (*Kalikrein 1 related peptidase b21/b24/b27*)], peptidase regulation [*Serpina3c, Serpina3g, Serpina3n, Serpina5* (*Serine Protease Inhibitor A 3C/3G/3N/5*)] as well as metabolic processes [*Hsd17b3* (*Hydroxysteroid 17-*β *Dehydrogenase 3*), *Sult1e1* (*Sulfotransferase 1E1*), *Bhmt* (*Betaine Homocyteine S-Methyltransferase*)]. 

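C1rl, on chromosome 6 from 124493113 to 124510643 of GRCm38, had an implied mean of 314 normalized counts in FLCs and 1491 in ALCs. Klk1b21 had 2.95, about 5 reads over the FLC libraries, and 11045 in ALCs. Klk1b24 and Klk1b27 had 6355 and 7979 in ALCs, against levels in FLCs that equal 3 reads and 1 read over the 3 libraries, so no fold is given for them. Serpina3c had 332 in FLCs and 6344 in ALCs, Serpina3g 24.4 and 899.9, and Serpina3n 3.53 and 4334. The Klk1b genes and the Serpina3 genes are families of close paralogs between which reads could have been split, so the values of single members are uncertain. Bhmt, on chromosome 13 from 93616675 to 93637961, had 45.1 in FLCs and 39998 in ALCs, with a log2 fold change of 9.79 (standard error 0.209) in the authors' deposited table and a computed 95% interval of 9.38 to 10.20. The log2 fold change of Sult1e1 was 10.67 (standard error 0.482) in the authors' deposited table, with a computed interval of 9.73 to 11.62.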

To validate further our analysis, the specific expression of ALC marker genes *Bhmt* and *Sult1e1* was confirmed by *in situ* hybridization (Figures 5H–K). We found that *Bhmt* and *Sult1e1* are co-expressed with *Star* in adult P100 testis but not in fetal E16.5 testis confirming that these genes are specifically expressed in ALCs and not in FLCs or any other testicular cells.

**FIGURE 5:**
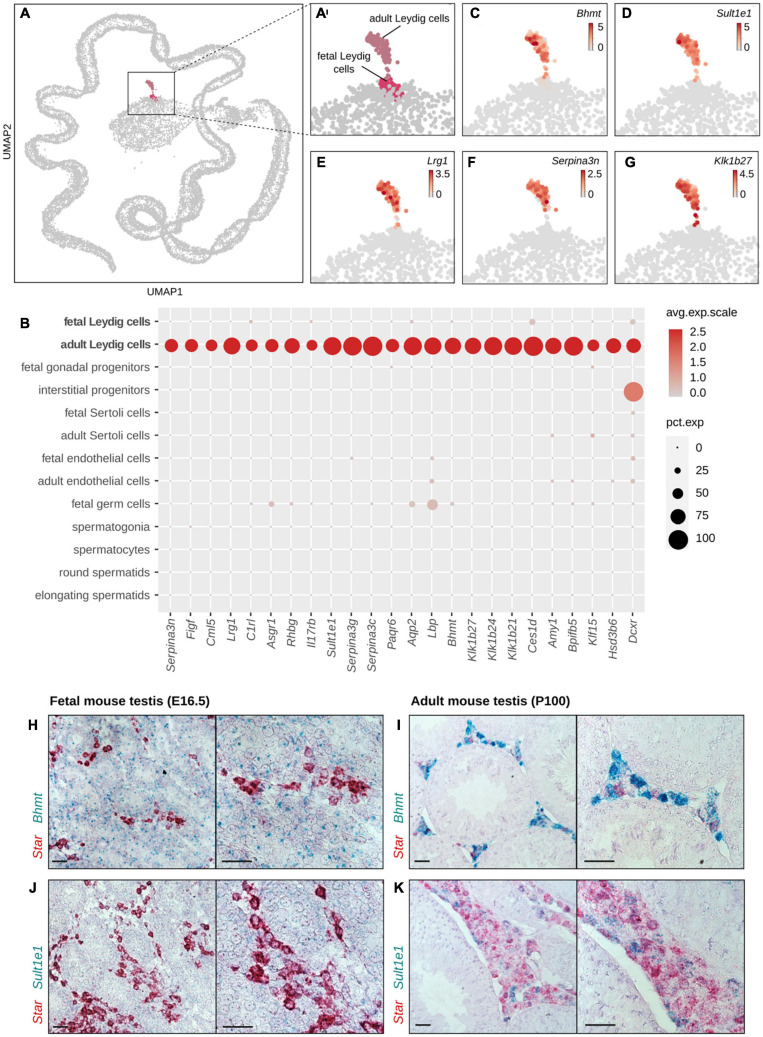
Identification of genes labeling ALCs. **(A,A′)** UMAP representation of single-cell transcriptomes highlighting the two Leydig cell populations: fetal Leydig cells (FLCs) in pink and adult Leydig cells (ALCs) in pale violet. The other populations of the testis are colored in gray. **(C–G)** Enlargement on the UMAP representation colored according to the normalized expression of selected ALC-specific candidate marker genes, like *Bhmt* **(C)**, *Sult1e1* **(D)**, *Lrg1* **(E)**, *Serpina3n* **(F)**, and *Klk1b27* **(G)**. **(B)** Dotplot displaying the scaled expression of the top 25 ALC-specific candidate genes. **(H–K)** *In situ* hybridization assay by RNAscope labeling in red *Star*, a known marker of Leydig cells, and in green the ALC marker *Bhmt* **(H,I)** and *Sult1e1* **(J,K)** in adult mouse testis at P100 **(H,J)** and in embryonic mouse testis at E18.5 **(I,K)**. The colocalisation of the red and green probes indicate a co-expression of the two genes in the Leydig cells. The black scale bar corresponds to 100 μm.

**TABLE 2:** Adult Leydig cells (ALC) specific genes.

Gene	Base Mean	log2FoldChange	Fold Change	*p*-value	*p*-adj
*C2*	18,052.368	4.944	30.785	0	0
*Gpt2*	35,274.299	5.798	55.648	0	0
*Amy1*	3,372.108	6.032	65.415	0	0
*Bhmt*	20,021.646	9.792	886.725	0	0
*Hsd17b3*	18,581.423	9.798	890.151	1.74E-281	1.39E-278
*Aqp2*	2,981.622	7.231	150.243	4.42E-245	2.15E-242
*Prps2*	4,552.373	3.749	13.443	2.18E-209	8.13E-207
*Ces1d*	11,984.246	5.741	53.465	2.83E-205	9.87E-203
*Glb1l2*	4,513.008	7.003	128.231	2.53E-199	8.47E-197
*Lgals3bp*	20,133.117	6.373	82.884	1.14E-198	3.73E-196
*Serpina3c*	3,338.273	4.255	19.093	1.48E-188	4.40E-186
*Gpd1*	3,897.125	6.797	111.175	1.39E-179	3.79E-177
*Stxbp3a*	4,243.740	3.010	8.055	3.20E-162	6.75E-160
*Klf15*	2,928.645	3.176	9.037	9.87E-156	1.69E-153
*Figf*	3,068.672	4.574	23.812	7.10E-154	1.18E-151
*Sdsl*	1,122.063	4.313	19.877	2.78E-150	4.37E-148
*Acox3*	8,397.935	3.121	8.700	4.46E-131	5.19E-129
*Snx10*	2,540.155	6.134	70.221	1.75E-126	1.90E-124
*Il17rb*	1,513.902	3.448	10.909	3.59E-122	3.74E-120
*Kcnk1*	2,467.408	3.389	10.473	3.32E-114	3.04E-112
*Sult1e1*	2,878.772	10.672	1,631.859	1.02E-108	8.80E-107
*Vcam1*	46,596.091	5.777	54.822	3.45E-107	2.87E-105
*Slc7a11*	4,286.318	5.998	63.903	1.12E-104	8.95E-103
*Serpina3n*	2,168.867	10.261	1,227.344	6.47E-87	3.75E-85
*Hsd3b6*	32,836.588	11.130	2,240.546	8.96E-78	4.48E-76
*Klk1b24*	3,178.152	11.822	3,621.798	1.09E-75	5.12E-74
*Gm11744*	1,030.205	3.358	10.252	2.68E-74	1.21E-72
*Hpgd*	1,067.820	4.030	16.341	2.07E-61	6.54E-60
*Rhbg*	2,880.708	12.255	4,888.469	2.48E-60	7.62E-59
*Serpina3g*	462.145	5.205	36.876	1.89E-58	5.51E-57
*Lbp*	3,087.023	8.037	262.650	9.19E-54	2.39E-52
*Adhfe1*	1,625.652	2.181	4.535	1.71E-49	3.93E-48
*Spon1*	8,151.291	9.477	712.435	4.49E-47	9.60E-46
*Paqr6*	391.005	5.686	51.499	6.54E-47	1.39E-45
*Dcxr*	1,123.719	3.278	9.699	8.51E-46	1.77E-44
*Nat8*	724.703	4.189	18.234	7.05E-42	1.28E-40
*Klk1b21*	5,523.987	11.869	3,739.926	2.96E-40	5.07E-39
*Rarres1*	2,641.251	8.946	493.252	2.68E-39	4.42E-38
*Retsat*	14,825.614	3.468	11.067	9.21E-37	1.40E-35
*Bpifb5*	1,962.336	4.132	17.531	1.77E-35	2.60E-34
*Cml1*	533.487	2.338	5.057	2.78E-34	3.89E-33
*Adck3*	7,476.290	2.174	4.512	3.28E-32	4.23E-31
*Lrg1*	1,040.072	11.788	3,535.456	5.26E-30	6.29E-29
*Cml5*	687.203	3.956	15.522	5.53E-29	6.33E-28
*Eppin*	471.833	12.500	5,793.895	1.31E-25	1.33E-24
*Klk1b27*	3,989.849	13.693	13,241.245	3.32E-25	3.31E-24
*Espn*	1,912.055	1.994	3.983	5.15E-23	4.63E-22
*C1rl*	902.205	2.248	4.750	7.72E-22	6.55E-21
*Asgr1*	79.190	6.078	67.570	3.07E-20	2.39E-19
*Serpina5*	22,933.474	1.330	2.514	0.004923864	0.008634922

Overall, our analysis combining both bulk RNA sequencing and single-cell RNA sequencing resulted in the identification of 9 and 50 specific markers for FLCs and ALCs, respectively, most of which are newly identified.

## Discussion

The main purpose of our study was to characterize at transcriptomic level the similarities and differences between FLCs and ALCs, the major androgenic cells of the testis, using both bulk and single-cell RNA sequencing. Significant differences were observed both in terms of expression level, with 2,357 genes overexpressed in FLCs (11.2% of the total) and 3,396 genes overexpressed in ALCs (16.1%); and in terms of alternative splicing, with an over-representation of intron retention events in FLCs compared to ALCs. Our study also identified many specific markers for each Leydig cell populations, with 9 genes for FLCs and 50 genes for ALCs, most of them newly described.

### Identification of FLC- and ALC-Specific Genes

The purity of the Leydig cell population is critical for the identification of Leydig cell markers using microarray and bulk RNA sequencing analyses. We have multiple indications that support the assertion that the 9 FLC-specific markers – and 50 ALC-specific markers - identified in this study are robust and specific. First, our transcriptomic analysis combines two independent sources of data, namely those from the bulk RNA sequencing data of FLCs and ALCs, in which Leydig cells were sorted according to the level of GFP expression, but also a single-cell RNA sequencing of the testes of fetal and adult mice. In addition, the few markers already known, in particular *Hsd17b3* and *Hsd3b6* were also identified in the list of markers specific for ALCs. Finally, an independent validation by RNAscope^®^ of *Ren1* and *Crhr1* as FLC-specific marker genes, and *Bhmt* and *Sult1e1* as ALC-specific marker genes, confirmed their specific expression.

Genome-wide expression studies using microarray technology or bulk RNA sequencing have investigated the transcriptome of FLCs (Jameson et al., 2012; McDowell et al., 2012; McClelland et al., 2015). In these studies, they isolated and evaluated the transcriptome of several populations present in the fetal testis, such as germ cells, Sertoli cells, Leydig cells and interstitial cells. Differential analysis of expression among these cell populations led to the identification of 166 overexpressed genes in FLCs. However, since the analyzed cell populations represent only a fraction of the cell types present in the fetal testis, this list of FLC overexpressed genes is overestimated. In contrast, our analysis combining bulk and single cell RNA-sequencing identified nine FLC-specific candidates of which three were already described in these previous studies. We found that the other genes initially described as enriched in FLCs are mostly non-specific, either expressed in ALCs or in other testicular cell types. Among the three genes specifically enriched in FLCs are the *Crhr1* (McDowell et al., 2012), *Vsnl1* (Jameson et al., 2012; McClelland et al., 2015), and *Ren1* (Jameson et al., 2012) genes. The *corticotropin releasing hormone receptor 1* (*Crhr1*) is of particular interest as its ligand CRH (Corticotropin Releasing Hormone) is known to stimulate testosterone production in the fetal testes (McDowell et al., 2012) (see last paragraph of the discussion for more details and Figure 6). Moreover, our analysis revealed six new FLC-specific candidates including *Cyp26b1*, a gene coding for an enzyme degrading retinoic acid (RA), an active metabolite of retinol involved in meiosis regulation (Bowles et al., 2006; Koubova et al., 2006). It has recently been reported that in *Cyp26b1*–/– mutant mice, Leydig cell differentiation is impaired and steroidogenesis is decreased (Bowles et al., 2018).

**FIGURE 6:**
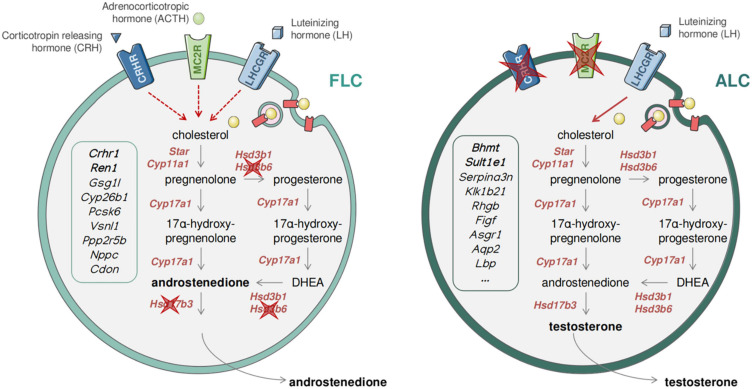
Dual and sequential model of steroidogenesis regulation. Drawing recapitulating the similarities and differences between FLCs **(Left)** and ALCs **(Right)**. The expression of the ACTH receptor (encoded by *Mc2r*) and the CRH receptor (encoded by *Crhr1*) in FLCs suggests that the regulation of androgen production is mediated by LH, CRH, and CRH, while in the absence of CRH and ACTH receptors in ALCs the regulation is exclusively under the control of LH.

Previous transcriptomics studies have used indirect methods to identify ALC-specific mRNA transcripts, such as the response of Leydig cells to hormones (Sanz et al., 2013), or cell ablation model using ethane dimethane sulphonate (EDS) to ablate LCs in adult male rats (O’Shaughnessy et al., 2014). These studies have resulted in a combined list of over 2,000 genes whose expression is enriched in ALCs. Although ingenious, these approaches due to their technical bias and limitations do not guarantee an ALC-specific expression. Here, we have identified 50 genes with ALC-specific expression (Table 2). Confirming our results, three genes known to be specific for ALCs, *Hsd3b6*, *Hsd17b3*, and *Vcam1* are also present in our list (O’Shaughnessy et al., 2000; Shima et al., 2013; Wen et al., 2014). Among these 50 genes, six were not described in the previous studies, namely *Ces1d, Serpina3g, Rarres1, Bpifb5, Eppin*, and *Espn*. Hundreds of genes initially described as enriched in ALCs by previous studies were excluded because their expression was not specific. This is particularly the case for *Ptgds* and *Hsd11b1*, two genes often described as specific to ALCs (Baker and O’Shaughnessy, 2001; Wen et al., 2014). In this study, we validated by RNAscope^®^ the ALC-specific expression of two genes: *Betaine-Homocysteine S-Methyltransferase* (*Bhmt*) and *Sulfotransferase Family 1E Member 1* (*Sult1e1*). We also proved the specific expression of BHMT at the protein level by immunohistochemistry (Supplementary Figure 2). BHMT plays a key role in regulating betaine concentration, that can be stored to control cellular osmolarity or metabolized to provide a methyl group for homocysteine methylation (Alirezaei et al., 2012). It has been shown that the testes are among the organs that contains the most betaine (Slow et al., 2009). SULT1E1, for its part, plays a protective role for Leydig cells and seminiferous tubules against estrogen overstimulation by catalyzing the sulfo-conjugation and inactivation of estrogens (Song, 2007). It is also noteworthy to find several members of the SERPIN family among our ALC-specific genes (*Serpina3c, Serpina3g, Serpina3n*, and *Serpina5*) as most of them have been found in Leydig cells and seem to be sensitive to hCG (human chorionic gonadotropin) (Odet et al., 2006).

Most of the previous transcriptomic studies on Leydig cells have been carried out in rodents (rat or mouse). Although the two species are closely related, their Leydig cells show many differences. For this reason, we cannot guarantee the specificity of the markers in this study in other species than mice.

### Alternative Splicing: High Intron Retention in FLCs

The main types of alternative splicing are alternative exon usage, alternative 5′ or 3′ splice sites, mutually exclusive exons, and intron retention. Intron retention is characterized by the inclusion of one or more introns in mature mRNA transcripts and has been previously considered to be an artifact of a dysfunctional spliceosome. It is known that alternative splicing, including intron retention, is frequent during embryonic development and contribute not only to the plasticity of the transcriptome but also the regulation of gene expression and protein diversity (Revil et al., 2010; Kalsotra and Cooper, 2011; Grabski et al., 2021). Here, we showed that intron retention is a landmark of the FLC transcriptome. Messenger RNA displaying intron retention are generally restricted from exiting the nucleus. This was proposed as a mechanism to downregulate gene expression (Grabski et al., 2021). In FLCs, we also showed that genes presenting alternative exon skipping are involved in splicing regulation itself. The control expression levels and activities of RNA binding proteins (RBPs) that regulate RNA splicing is mediated by auto-regulatory feedbacks by directly influencing the splicing of their own mRNAs (Müller-McNicoll et al., 2019). In particular, the regulation of the splicing factors of the SR (Serine/arginine rich) family regulate their activity by modulating the inclusion of a cassette exon containing a premature termination codon to produce or nor a functional protein (Müller-McNicoll et al., 2019). Tight regulation of the splicing factors is necessary for post-transcriptional gene expression regulation. The intron retention events observed in FLCs might subsequently result from the auto-regulation feedback of the splicing factors. Post-transcriptional gene expression regulation through alternative splicing have been identified as key player in the differentiation of mesenchymal stem cells (Park et al., 2020). We can postulate that the regulation of the FLC differentiation might also be mediated by alternative splicing.

### Differences in FLCs and ALCs Transcriptomes Affect Steroidogenesis and Its Regulation

Fetal Leydig cells and ALCs display significant differences in both steroidogenic regulation and the type of androgen produced (androstenedione vs. testosterone) (O’Shaughnessy et al., 2000, 2002; Shima et al., 2013). Our transcriptomic data confirmed the differences in androgen production, the expression of the *Hsd17b3* gene encoding the enzyme responsible for the conversion of androstenedione to testosterone is not expressed in FLCs but only in ALCs (Table 2 and Figure 6), which explains why FLCs synthesize mainly androstenedione and ALCs are capable of producing testosterone (O’Shaughnessy et al., 2000; Rebourcet et al., 2020). 

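In the bulk comparison, the implied mean of Hsd17b3 was 41.7 normalized counts in FLCs, above the 1.77 that correspond to 3 reads over the group, and 37121 in ALCs. It ranked 8221 in FLCs and 69 in ALCs among the listed genes. With the fold change at the ends of its 95% interval, the implied FLC mean ran from 28.8 to 60.4. The paper's introduction places HSD17B3 in fetal Sertoli cells, and RNA of such cells in the FLC sort was not excluded as the source of these reads.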

Regarding the differences in steroidogenesis regulation, LH appears not to be essential for FLC function since androgen production and masculinisation of the fetus occurs normally in LH/CG receptor knockout mice (Kendall et al., 1995; Lei et al., 2001; Zhang et al., 2001; Ma et al., 2004; O’Shaughnessy and Fowler, 2011; Teerds and Huhtaniemi, 2015). However, in *T/ebp/Nkx2.1 null* mice, which lack a pituitary gland, testicular androgen levels are markedly reduced in late gestation, suggesting that additional hypothalamo/pituitary hormones may be required for Leydig cell function and androgen production. Interestingly, our transcriptomic analysis confirmed that the ACTH receptor, melanocortin type 2 receptor (*Mc2r*), and the corticotropin releasing hormone receptor 1 (*Crhr1*) are both specifically expressed in FLCs and absent from ALCs (Table 1 and Figure 6). 

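Mc2r had in the bulk comparison an implied mean of 264 normalized counts in FLCs, and in ALCs a level read as no read in 3 libraries, which leaves up to 2.23 normalized counts for 3 reads. Crhr1, on chromosome 11 from 104132855 to 104175523 of GRCm38, had 7766 in FLCs and 7.47 in ALCs, about 10 reads over the 3 ALC libraries. The authors' deposited table gives Crhr1 a log2 fold change of -10.02 (standard error 0.340), and the computed 95% interval was -10.69 to -9.36.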

ACTH has been reported to stimulate *in vitro* testosterone production in fetal but not in adult testes suggesting that FLCs, but not ALCs, are sensitive to ACTH stimulation (O’Shaughnessy et al., 2003). However, fetal testosterone levels were normal in *Proopiomelanocortin* (*POMC*)-deficient mice that lack circulating ACTH, indicating that ACTH, like LH, is not essential for FLC function. Corticotropin-releasing hormone (CRH) has been also reported to stimulate steroidogenesis by direct activation of FLCs in fetal rat and mouse testes *ex vivo* and in MA-10 mouse Leydig cells (McDowell et al., 2012). In contrast, CRH does not enhance steroidogenesis in primary ALCs (Huang et al., 1995; McDowell et al., 2012). Combined together, these results support a sequential regulation of steroidogenesis in LCs. In this model, androgen production by FLCs is stimulated by three potentially redundant hypothalamo/pituitary hormones, namely LH, CRH and ACTH. Fetal androgen production can occur in the absence of any of these hormones with the two other hormones able to maintain FLC steroidogenic activity. Conversely, activation of steroidogenesis in ALCs is LH-dependent and CRH- and ACTH-independent, since *Crhr1* and *Mc2r* are not expressed in these cells (Figure 6). Although this model of steroid regulation by Leydig cells needs to be confirmed by further studies, such a mechanism may have evolved to ensure the production of adequate levels of androgens during fetal development.

## Data Availability Statement

The fetal and adult Leydig cell bulk RNA-sequencing data are available on GEO (NCBI) under accession number GSE171746.

## Ethics Statement

The animal study was reviewed and approved by Direction Générale de la Santé of the Canton de Genève.

## Author Contributions

IS, LS, and SN contributed to conception and design of the study. IS, YN, and FK collected mouse samples and prepared sequencing libraries. PS and IS performed the bioinformatics analysis. PS, DR, AD, and MC carried out the experimental validation. PS wrote the first draft of the manuscript. IS and SN wrote sections of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

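RNA of FLCs at E18.5 and of ALCs at P100, sorted from mouse testes by the fluorescence of an Nr5a1-eGFP transgene, was sequenced by the authors in 3 libraries per stage. As the methods state, the authors demultiplexed the reads with Casava, mapped them with GemTools, counted them per gene with an in-house pipeline on the GENCODE annotation of GRCm38, left out genes with fewer than 10 reads, and compared the groups with DESeq2. The deposited table of the authors' comparison holds protein-coding and long non-coding genes, as the results text describes. For each gene the authors give a signal, which is the mean over all 6 libraries of counts divided by DESeq2 size factors. The fold change and its standard error are deposited on the log2 scale, for ALCs over FLCs. The deposited score is the Wald statistic, whose sign is opposite to that of the log2 fold change for all 10580 genes, so the direction was taken from the fold change, which gives the markers of Tables 1 and 2 the direction the paper states. The deposited p-value is that of the Wald test, with its Benjamini-Hochberg adjusted value, and only genes with an adjusted p below 0.05 are listed, the largest being 0.0499. A deposited sheet that names the 6 libraries and their stage holds no measured value and was read only for the stage and lane in the library names. Lane follows stage in part, since the lane of the 3 FLC libraries held 1 ALC library and the other lane held ALC libraries alone, and without values per library no effect of lane could be removed from the comparison.

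From the table, the number of tests behind the adjustment was recovered from the raw and adjusted p-values of 10564 genes. The mean of each group was computed from the signal and the fold change for 3 libraries against 3, a 95% interval of the log2 fold change from 1.96 standard errors to each side, and a test against an absolute log2 fold change of 1 from the fold change and its standard error, adjusted over the recovered number of tests. Genes were called enriched as in the paper, at an adjusted p below 0.01 and a fold change above 2. The lowest step of the implied means was read as no read in a group, and 3 reads over the group were used as the limit for a lower bound. Counts per library were not used, so the planned fit of counts was replaced by the authors' comparison, no library was left out of it, and the depth per library is known only through the size of 1 read. Genes were matched to GENCODE vM21 on GRCm38 by symbol (10223 genes) or older symbol (299 genes), and 58 had no match.

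The splicing events, with the inclusion level and the reads of each replicate and the FDR, were read from Supplementary Table 4 of the paper, where the authors list rMATS events at an FDR of 0.05 or less. Direction was taken from the inclusion level of FLCs minus that of ALCs, so a skipped exon event higher in FLCs is an exon included more in FLCs. Means and SDs are over 3 replicates. Shares of a type were compared by Fisher's exact test, two-sided, and single values by an exact permutation test, two-sided, which cannot give a p below 0.10 with 3 against 3.

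The choice of thresholds, alternatives, gene lists and the rule for named genes was made before the data were examined. The genes named are all genes that the paper's text, tables or legends name, the 10 genes per direction with the largest absolute log2 fold change among those past the threshold with a mean of at least 100 normalized counts, members of the gene lists, the 5 events per type with the lowest FDR and then the largest inclusion difference, and events in steroidogenesis genes. The 24 lists are the paper's 7 panels of cell type markers (Leydig, Sertoli, interstitial progenitor, germ, endothelial, immune and peritubular myoid cells) and lists for spermatids, spermatocytes, macrophages, erythroid cells, proliferation, imprinted genes, adrenal cortex, steroidogenesis, cholesterol synthesis, hormone receptors, lipid droplets, splicing factors, the circadian clock, sex chromosomes, collagens and matrix, replication histones and paralog families. Because only listed genes have values, each list was tested for its split by direction among the genes past the threshold (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over the lists). Its median log2 fold change was set against 10000 random lists of listed genes of the same size, matched on mean level alone or on mean level, exonic length and GC content together. Genes are not independent replicates, so these list tests describe these libraries.

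Alternatives were other thresholds on the adjusted p and the fold change, the test against a fold, filters on the mean level, an adjustment over the listed genes alone, the ends of the 95% interval for the implied means, and each group's mean alone for the marker panels. For splicing they were an FDR under 0.01, an inclusion difference of at least 0.1, events with separated replicates only, 1 event per gene, and each replicate left out in turn. The recovery of the number of tests, the calls, the test against a fold, the implied means, the matched lists and the inclusion levels were tested on simulated data, and the other computations were not. For the comparison of ALCs over FLCs, with counts simulated for 16048 genes of which 200 were changed, the recovered number of tests was 16048, 100% of the changed genes were called in the right direction, and 2 unchanged genes were called. The implied means lay within 0.1% of the simulated ones for all of 1921 genes checked. The fold change there was computed directly from the simulated group means, not fitted, and genes without a count in a group were left out. That check therefore covers the formula alone, not the error of a fitted fold change or the reading of the lowest step. A list shifted by a log2 fold change of 4 reached percentile 99.99 of the random lists, 3 of 100 unchanged lists lay outside the middle 95%, and 9.15% of 2000 simulated unchanged events were separated. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, with random seed 1. The single-cell data, the RPKM values, the in situ data, the pre-ranked gene set tests and the clustering of the paper were not analysed here.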

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

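The tests on the source of spermatogenic, macrophage and other transcripts in ALCs were chosen after the results were seen. Transcripts of other testis cells lay above the limit of 3 reads in ALCs. All 20 of 20 genes of the spermatid list were listed and higher in ALCs past the threshold, with a median implied mean of 3.81 normalized counts in FLCs and 751 in ALCs (adjusted p = 1.5e-04, Fisher's exact test on the split by direction). Their median log2 fold change was 8.60, or 8.26 with 4 genes without a read in FLCs at their bound, against 0.07 to 2.26 in the middle 95% of matched lists. Of the spermatocyte list, 10 of 14 genes were listed, all higher in ALCs, with a median implied mean of 4.62 in FLCs and 113 in ALCs and a median log2 fold change of 4.89 (adjusted p = 0.0175). That median lay inside the middle 95% of lists matched on level, length and GC content, -0.83 to 5.94. Supplementary Table 6 of the paper, a list selected partly on these libraries, holds 6 genes of the spermatid list and 1 of the spermatocyte list, and Table 2 holds none of either.

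Of the macrophage list, 15 of 19 genes were listed, and all were higher in ALCs past the threshold (adjusted p = 0.00267). Their median implied mean was 10.6 in FLCs and 953 in ALCs, and their median log2 fold change of 5.77 lay above the -0.69 to 1.81 of matched lists. None of them is in Supplementary Table 6.

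A lower share of Leydig cells in the adult sort would raise the markers of every other cell type in ALCs. The Sertoli and progenitor markers used here, Amh, Dhh and Tcf21, were all higher in FLCs, with a median log2 fold change of -4.28. Their level within their own cells may itself differ between E18.5 and P100, which was not tested. These markers therefore cannot decide whether the adult sort held a lower share of Leydig cells. A difference in depth is too small for these folds, since the reads per library on listed genes differed little between the groups (about 10808687 and 11340772).

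RNA of spermatogenic cells in the adult sort stays open as a candidate explanation. The abundant spermatid transcripts would then be present at high levels, and the lowest implied ALC mean among Prm1, Prm2, Tnp1 and Tnp2 was 2007, for Tnp1, against 4.73 in FLCs. Macrophage RNA likewise stays open, since the lowest among Lyz2, Cd74, C1qa, C1qb and C1qc was 953, for C1qb. In total, the spermatid list held 0.109% of the sum of implied ALC means and the macrophage list 0.0533%, against 1.78% for Insl3 alone. Expression of these genes in ALCs themselves, and a change with age, were not tested and remain open too, because stage and sort cannot be separated in this design.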

How the results depend on the processing

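An absolute log2 fold change of 0.5 as threshold, and the replicates left out of the overlap of spliced and enriched genes, were alternatives chosen after seeing the data. The number of genes enriched in FLCs, 2357, depended most on the fold change: it was 4208 with no fold change threshold, 3741 at an absolute log2 fold change of 0.5, 1281 at a fold change of at least 4, and 1271 by the test against an absolute log2 fold change of 1. The number of genes enriched in ALCs, 3396, was 2220 by that test and 2096 among genes with a mean of at least 100 normalized counts. These changes follow from the construction of the alternatives, which add or remove genes. Under the other settings tried, the FLC number stayed between 1666 and 2529, and the ALC number between 2281 and 5042. The share of called genes that were higher in ALCs ran from 54.5% with no fold change threshold to 64.0% at a fold change of at least 4, with 59.0% at the thresholds of the paper.

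The number of genes with an implied mean of at least 100 in a group and less than 10 in the other, 671, was 437 with each fold change at the end of its 95% interval nearer to 0, and 868 at the farther end. Of the 182 marker and enriched genes of the paper's supplementary lists, 182 passed with no fold change threshold, 180 at an adjusted p under 0.001, and 168 by the test against a fold. The number of gene lists with a split by direction past an adjusted p of 0.05 was 9 of 22 with a listed gene, 9 with no fold change threshold, and 8 among genes with a mean of at least 100, where the spermatocyte list had 4 called genes left and an adjusted p of 0.329, with fewer genes tested, against 0.0175 at the thresholds of the paper and 0.00656 with no fold change threshold.

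The share of retention events higher in FLCs was 95.6%, at least 93.1% under the planned settings for events, and between 95.5% and 96.0% with each replicate left out in turn. The number of genes enriched in ALCs with an event higher in ALCs was 56, and 36 with an inclusion difference of at least 0.1, which removes events by construction. With each replicate left out in turn, it lay between 55 and 58, that of genes enriched in FLCs with an event higher in FLCs between 86 and 87, and both together between 141 and 144. Among 96 further values, for single lists, markers and event types, 88 kept their direction and side of the threshold, 3 passed it only under an alternative, 1 passed it no longer, and 4 changed direction without passing it under either setting. These were the replication histones, 57.1% higher in ALCs at both settings but above the share of all called genes with no fold change threshold, alternative 3' splice sites, 63.6% higher in FLCs and 72.7% at an FDR under 0.01, and mutually exclusive exons, 61.8% higher in FLCs, 64.2% with a difference of at least 0.1 and 74.4% with 1 event per gene, the last type and the 3' sites compared with the events of the other types.

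No paired analysis was possible because the comparison is given per gene without values per library, and the replicates of the splicing table carry no number that pairs FLCs with ALCs. For the same reason the planned fit of counts with the authors' tool, the fit with a replicate block and the fits with a library left out were not run, and other splits of the libraries could not be counted for the numbers of enriched genes. For splicing, other splits could not be counted either, because Supplementary Table 4 holds events already selected for a difference between FLCs and ALCs. Depth limits the lowest levels: a group without a read can hold up to 1.77 normalized counts in FLCs or 2.23 in ALCs, and fewer than 30 reads stood behind 246 splicing events in FLCs and 372 in ALCs.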

Differences from the paper's values

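The setting with an absolute log2 fold change of 0.5 was chosen after the paper's values were seen. For genes enriched in FLCs, the paper's legend of Figure 1B gives 3741, and the table gave 2357 at the thresholds of the results text. Of the alternatives set before the data were examined, an adjusted p under 0.05 (2529) and no fold change threshold (4208) came within 1.5 times the paper's value, and the others, from 1271 to 2393, did not. An absolute log2 fold change of 0.5 at an adjusted p of 0.01, chosen after seeing the values, gave 3741 genes in FLCs and 4657 in ALCs, the paper's 2 numbers in that legend.

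For genes with events in both directions, the paper gives 31, and Supplementary Table 4 gave 108. The paper's own counts of 1437 genes in all, 1036 in FLCs and 509 in ALCs, which were also found here, leave 108 genes in both. Under each alternative set before the data were examined the value stayed apart from the paper's: 57 at an FDR under 0.01, 60 with a difference of at least 0.1, 78 with separated replicates, 0 with 1 event per gene, where it is 0 by construction, and 106 to 109 with each replicate left out in turn.

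The paper counts 21083 expressed genes, and 16048 entered the adjustment by the values of the table. DESeq2 can leave genes with low counts out of the adjustment, which was not tested as the reason. Shares given here are of the latter number, so 35.8% of genes past both thresholds, 14.7% higher in FLCs and 21.2% higher in ALCs stand against the paper's 27%, 11.2% and 16.1% for the same numbers of genes. The paper attributes its number of genes with significant variation to the adjusted p alone, and that number was reached with the fold change threshold as well (5753), whereas the adjusted p alone gave 9250. The paper states that Hsd17b3 is not expressed in FLCs, and its implied FLC mean was 41.7 normalized counts, above the limit of 3 reads. The paper's introduction places HSD17B3 in fetal Sertoli cells, and the 2 listed Sertoli markers had a median implied FLC mean of 218. RNA of Sertoli cells in the FLC sort is therefore not excluded as the source. Crhr1 is called absent from ALCs in the paper, and its implied ALC mean was 7.47, also above the limit. The paper proposes that genes of steroidogenesis are not alternatively spliced, and 6 of 27 listed genes had events in Supplementary Table 4, of which 1 of 11 differed by at least 0.1. The paper describes the genes of Figure 2B as exon skipping in FLCs, and in the events of these genes under RNA splicing the exon was included more in FLCs in 26 of 27. The paper ranks Aldh1a1 directly behind Insl3 in ALCs, and per exonic length Gstm1 ranked 2 and Aldh1a1 6.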

Other observations

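The test of a library-wide share of unspliced RNA and the comparison of overlapping genes with close neighbours were chosen after the results were seen. Lists of genes were compared by the split by direction among genes past the threshold, where 59.0% of all called genes were higher in ALCs, and by the median log2 fold change of their listed genes. Of the imprinted list, 23 of 33 genes were listed, 19 higher in FLCs, and the 16 past the threshold were all higher in FLCs (adjusted p = 4.5e-06). Their median log2 fold change of -2.84, with 1 gene without a read in ALCs that does not set the median, lay outside the -0.96 to 0.81 of random lists matched on level, length and GC content, so these properties alone do not account for it. Of the splicing factor list, 19 of 26 genes were listed, all higher in FLCs, with a median of -0.84 against -0.60 to 0.67 in matched lists (adjusted p = 0.00600). Of the cholesterol synthesis list, 17 of 22 genes were listed, all higher in ALCs, with a median of 1.37 against -0.34 to 0.98 (adjusted p = 0.00600). Differences in the share of dividing or other cells, in age and in the tissue around the cells were not tested for these lists and remain open.

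Of the proliferation list, 16 of 18 genes were listed, all higher in FLCs (median -1.97, adjusted p = 4.9e-05), and of the collagen and matrix list 16 of 20, all higher in FLCs (median -4.52, adjusted p = 4.5e-06). In the adrenal cortex list the median was -1.10 over 5 listed genes (adjusted p = 0.581), outside the -0.83 to 4.34 of lists matched on level, length and GC content but inside the -1.65 to 2.17 of lists matched on level alone, and Cyp11b1 had an implied mean of 467 in FLCs with 1 read over the ALC libraries. The steroidogenesis list had a median of 0.92, with 14 of 20 listed genes higher in ALCs (adjusted p = 0.581). The lipid droplet list had a median of 1.23 with 11 of 13 higher in ALCs (adjusted p = 0.462), the circadian clock list 0.68 with 10 of 14 (adjusted p = 1), and the hormone receptor list -0.71 with 4 of 10 (adjusted p = 0.589). The sex chromosome list had a median of -0.46 over 3 listed genes (adjusted p = 0.581), and the replication histones 0.66 over 9 (adjusted p = 1). The paralog families had a median of 5.38, or 4.25 with genes without a read at their bound, and 37 of 39 listed members were higher in ALCs (adjusted p = 4.5e-06), but reads shared between members make these genes uncertain and count them more than once.

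Of the paper's panels, the median log2 fold change was 1.27 for Leydig cells (adjusted p = 0.793), -4.64 for Sertoli cells (0.336), 3.16 for germ cells (1), 3.83 for endothelial cells (1) and 5.23 for immune cells (0.464), each from at most 5 listed genes. The myoid panel and the erythroid list had no gene among the listed genes used here. No median is given for the interstitial progenitor panel, of which only Tcf21 is used here. Its log2 fold change was -1.29 in the authors' deposited table. Across the listed genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.315 with exonic length and -0.0143 with GC content. No cause of the relation with length was tested.

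Genes that overlap a gene with a level at least 10 times as high may share its reads. In 246 such pairs the median absolute difference in log2 fold change was 2.19, against 3.31 in 3681 neighbours that do not overlap (permutation test, p = 2.0e-05). Against 836 neighbours within 10 kb, whose median was 2.63, the difference was not past 0.05 for all pairs (permutation test, p = 0.0622), and for the 49 pairs on the same strand it was 1.81 (p = 0.0204). Closeness alone may account for part of the difference, and shared reads remain a candidate explanation mainly for pairs on the same strand. Jak3, chosen after its values were seen, overlaps Insl3 on the same strand and differed from it in log2 fold change by 0.00863. Nr6a1, chosen in the same way, lies 8827 bp from Nr5a1 without overlap and differed from it by 0.0828. The cause of this closeness in fold change was not tested.

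The excess of retention events in FLCs did not rest on 1 library: with each replicate left out in turn, the smallest number of retention events higher in FLCs was 741, although the events had been selected on all libraries. A library-wide share of unspliced RNA that differs between libraries stays open. Whether poly(A)+ or total RNA was sequenced is not settled, and total RNA would hold more unspliced transcripts, so retention levels and numbers of retention events may include RNA not yet spliced. The lanes of the libraries follow stage in part, and the replicates of the splicing table are not tied to lanes. Each ALC replicate, and so the 1 that shared a lane with the FLCs, had a mean retention level below all FLC replicates (0.134 at most against 0.224 at least), but 1 library does not exclude an effect of lane. Within ALCs the same replicate was highest in 52.3% of 715 retention events without a tie, against 34.4% of 634 skipped exons (chi-square test over events on all 3 replicates, p = 3.5e-18). Within FLCs the replicate most often highest was so in 43.3% of 728 retention events, against 37.8% of 669 skipped exons for the replicate most often highest there, another one (chi-square test over events, p = 2.0e-08). The pattern is not confined to retention: the same ALC replicate was highest in 53.3% of 60 mutually exclusive exon events without a tie, and an FLC replicate in 43.5% of 138 events at 3' splice sites. Inclusion levels may thus move together over many events in a library, events of one gene are not independent, and whether such a share differs between FLCs and ALCs for a technical or a biological reason was not tested.

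Whether retained introns lower the RNA level of their genes cannot be told apart from no effect. Of the listed genes with an intron retained more in FLCs and no skipped exon event, 47.0% were higher in ALCs, against 48.5% of genes with a skipped exon event and no such intron (Fisher's exact test, p = 0.716). The difference of -1.48 percentage points had a 95% interval of -8.59 to 5.63. Of 9601 listed genes without an event, 54.6% were higher in ALCs, so both sets with an event lay towards FLCs, the side opposite to that expected if retention lowered the level, but these genes were not matched on level or reads. Only listed genes, which differ between the groups, could enter.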
